# Cholesterol-Induced M4-Like Macrophages Recruit Neutrophils and Induce NETosis

**DOI:** 10.3389/fimmu.2021.671073

**Published:** 2021-05-03

**Authors:** Ana C. Maretti-Mira, Lucy Golden-Mason, Matthew P. Salomon, Mariana J. Kaplan, Hugo R. Rosen

**Keywords:** macrophages, Kupffer cells, liver, low-density lipoprotein (LDL), non-alcoholic steatohepatitis (NASH), neutrophil, NETosis, transcriptomic (RNA-Seq)

## Abstract

The liver is the central organ for cholesterol synthesis and homeostasis. The effects of dietary cholesterol on hepatic injury, mainly of oxidized low-density lipoproteins (OxLDL), are not fully understood. Here, we show that the degree of cholesterol oxidation had different impacts on the global gene expression of human M2-like macrophages, with highly oxidized LDL causing the most dramatic changes. M2-like macrophages and Kupffer cells undergo M4-like polarization, decreasing the expression of important markers, such as IL10, MRC1, and CD163. These cells also displayed functional changes, with reduced phagocytic capacity, increased neutrophil recruitment, and more effective neutrophil extracellular traps (NETs) induction. Our findings provide a link between LDL oxidation and modification of peripheral and liver macrophage function.

## Introduction

The liver is the central organ for cholesterol synthesis and homeostasis and emerging evidence points towards the central role of cholesterol and especially oxidized low-density lipoproteins (OxLDL) in hepatic inflammation, contributing to the development of non-alcoholic steatohepatitis (NASH), fibrosis and cirrhosis (1, 2). Although there is a clear association between obesity and NASH, dietary cholesterol can also trigger innate immune-mediated injury even in non-obese humans and rodents (1, 3).

The liver is home to the largest population of tissue-resident macrophages in the body, i.e., Kupffer cells (KCs), constituting 20-25% of the non-parenchymal cells. Under conditions of stress, infiltrating macrophages contribute to the hepatic macrophage (4). Hepatic macrophages are a dynamic cell population, able to polarize their phenotype according to microenvironment factors. The M1 phenotype provides a primary source of proinflammatory cytokines and chemokines, while the M2/alternative phenotype participates in inflammation resolution and wound healing (5). In addition to the classically and alternatively activated macrophages, a new phenotype known as M4 has been described in atherosclerotic lesions. These so-called M4 macrophages are activated by CXCL4 or CXCL4L1 from resting (M0/M2-like) macrophages, showing downregulation of CD163, MRC1, HMOX1 (not observed in CXCL4L1-induced cells), and HLA, while maintaining or increasing CXCL8 and CCL2 expression levels (6). Once polarized, the M4 macrophages present a decreased phagocytotic capacity, and an increased cholesterol efflux (7).

OxLDL is the extracellular source of reactive oxygen species and initiates a dose-dependent increase in intracellular oxidative stress (8, 9). OxLDL, an endogenous ligand that functions as a TLR agonist (10), is taken up by macrophages and is known to trigger the production of cytokines (11). Prospective data in humans indicate that elevated levels of serum oxLDL increase the risk of future NAFLD development, at same time that higher LDL oxidation scores were directly correlated with fatty liver (12). Murine models of chronic high-fat diet demonstrate that intravenous (13) administration of oxLDL results in increased accumulation of inflammatory cells and severe hepatocellular injury including progression to advanced fibrosis (8). The precise relationship between oxLDL, macrophages, and other innate immune cells in NASH remains incompletely characterized. Here, we demonstrate that monocyte-derived macrophages display transcriptional responses that vary according to the oxidized state of LDL, including differential expression of processes involved in cholesterol metabolism, oxidative stress response, and innate inflammation; both peripheral and liver-resident macrophages exposed to highly oxidized LDL shift towards an inflammatory M4 phenotype that leads to recruitment of neutrophils and formation of neutrophil extracellular traps (NETs), which are extracellular scaffolds comprised of nuclear DNA studded with histones and granule proteins representing in many cases a process of cell death, i.e., NETosis, distinct from apoptosis and necrosis (14–18). Collectively, these findings provide novel insights into understanding the impact of LDL oxidation on hepatic innate immunity.

## Materials and Methods

### Experimental Procedures

This study and protocols were approved by the University of Southern California Institutional Review Board and abide by the Declaration of Helsinki principles.

### Cell Sources

PBMCs were collected from five healthy donors. Blood was collected in Vacutainer CPT Citrate tubes (BD Biosciences) and processed according to manufacturer’s instructions. Cells were stored in liquid nitrogen until use.

Normal human Kupffer cells (KCs) were commercially obtained from LifeNet Health. Selection criteria included BMI ranging from 19 to 27, fibrosis grade =0, and NAS score < 1.

Normal human neutrophils were obtained from one healthy donor, and cells were isolated using MACSxpress^®^ Whole Blood Neutrophil Isolation Kit, human (Miltenyi) and used fresh for chemotaxis and NETosis assays.

### Macrophage Differentiation and Stimulation

CD14^+^ monocytes were isolated from five healthy control PBMCs using the CD14 MicroBeads human kit according to the manufacturer’s protocol (Miltenyi). CD14^+^ monocytes were plated at 10^6^ cells/well in 6-well plate in RPMI 1640 with 50ng/mL of M-CSF plus 5% FBS for 5 days at 37°C/5% CO_2_. After differentiation, M2-like macrophages were stimulated for 24h with RPMI + 5%FBS media plus PBS (unstimulated control), or 50μg/mL of native low-density lipoprotein (Kalen Biomedical LLC), medium oxidized LDL (Kalen Biomedical LLC), or high oxidized LDL (Kalen Biomedical LLC). Cells were then harvested in Buffer RLT (Qiagen) + 1% 2-Mercaptoethanol (Sigma-Aldrich) and stored at -80°C until processing.

### Bulk Low-Pass RNAseq and Data Analysis

M2-like macrophages RNA was isolated using RNeasy Mini kit (Qiagen) and RNA integrity was analyzed by 2100 Expert Bioanalyzer System (Agilent), using the Agilent RNA 6000 Pico Kit (Agilent). Libraries were simultaneously prepared from extracted total RNA using Illumina Truseq Stranded mRNA library preparation kit according to the manufacturer’s protocol (Illumina). Prepared libraries were sequenced on the Illumina Nextseq500 at 3 million reads per sample at 2x75 cycles. Libraries were prepared and sequenced by the USC Molecular Genomics Core.

The raw sequencing reads were first checked for overall quality and adapter contamination using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) prior to downstream analysis. Reads were then used to qualify transcript abundances with *Salmon* (19) using the GENCODE version 31 reference including only protein coding genes. The resulting transcript abundances were summarized to gene level counts using functions in the Bioconductor *package tximport* (20). Significantly differentially expressed genes were identified using the Bioconductor package *DESeq2* (21) with a significance threshold of FDR < 0.1 and fold change of at least 1.5 when compared to paired control (PBS) samples.

We used the Ingenuity Pathway Analysis (IPA) (Qiagen_https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis) to determine pathways, and the IPA Biomarker Tool to select the biomarker candidates (22). GeneMANIA (https://genemania.org/) was used to evaluate the strength of the networks, with following criteria: (i) automatically selection of weighting method, (ii) no additional genes or attributes, and considering (iii) co-expression, (iv) co-localization, (v) genetic and (vi) genetic and physical interactions, (vii) common pathways, (viii) shared protein domain and (ix)predicted interaction (23). The platform Gene Ontology (http://geneontology.org) was used to identify biological processes (24), using significance threshold of FDR < 0.1. The software Cluster 3.0 (http://bonsai.hgc.jp/~mdehoon/software/cluster/) was used to hierarchically cluster genes and samples (25), and Java TreeView v11.6r4 (http://jtreeview.sourceforge.net) was used to visualize the clusters and generate cluster figures (26). The RNAseq files generated for this manuscript are all deposited in the Gene Expression Omnibus (GEO) with the access number GSE160200.

### Kupffer Cell Stimulation

Kupffer cells from 5 healthy controls were plated at 10^5^ cells/well in 24 well plates, in RPMI 1640 (phenol-red free) plus 5% FBS, and additional stimuli was added as follows: PBS, 50µg/mL of native LDL or high oxLDL. Cells were incubated for 24h. Supernatant (conditioned media) was saved at -20°C and cells were harvested in buffer RLT + 1% 2-mercaptoethanol. Conditioned media was used for the chemotaxis assay and RNA was used for gene expression analysis.

For the NETosis assay, Kupffer cells from 3 healthy donors were plated at 10^5^ cells/well in 24 well plates, in RPMI 1640 (phenol-red free) plus 0.5% human serum albumin, and additional stimuli was added: PBS, 50µg/mL of native LDL or high oxLDL. Cells were incubated for 18h. Conditioned media were stored at -20°C until use.

### qPCR

Kupffer cell RNA was isolated using RNeasy Mini kit (Qiagen) and cDNA conversion was done using QuantiTect Reverse Transcription Kit (Qiagen). The QuantiTect Primer Assays (Qiagen) selected for this study targeted CXCL8 (Cat# QT00000322), IL10 (Cat# QT00041685), CD163 (Cat# QT00074641), and MRC1 (Cat# QT00012810). For housekeeping gene, we used RRN18s (Cat#QT00199367). Reactions were performed using RT² SYBR Green ROX qPCR Mastermix (Qiagen) for 40 cycles on StepOne™ Real-Time PCR System (Thermo Fisher Scientific). Gene expression from target genes were obtained by delta-delta-Ct method.

### Chemotaxis Assay

For the chemotaxis assay, we used the IncuCyte S3 System. For this assay, we used the supernatant of KCs stimulated for 24h with native LDL or high oxLDL. Incucyte^®^ Clearview 96-Well Chemotaxis Plates (Essen Biosciences) were coated with Matrigel^®^ Matrix (Corning). In the bottom chamber, we added 200µL of the following attractants: (a) RPMI 1640 (phenol-red free) + 5% FBS, (b) 1 µM fMLP, (c) 25µg/mL native LDL, (d) 25µg/mL high oxLDL, (e) conditioned media KCs + PBS, (f) conditioned media KCs + native LDL, and (g) conditioned media KCs + high oxLDL. On top chamber, we added 5x10^3^ neutrophils resuspended in RPMI 1640 (phenol-red free) plus 0.5% human serum albumin. Plates were placed into IncuCyte S3 and images were acquired every 1 hour, for 24 hours. Each condition had 4 replicates.

### NETosis Assay

For the NETosis assay, we used the IncuCyte S3 System. Normal human neutrophils were resuspended to 10^5^ cells/mL in RPMI 1640 (phenol red-free, serum-free) medium with 250nM Incucyte^®^ Cytotox Green Dye (Essen Biosciences). We added 50µL of cells suspension (2x10^4^) per wells into Incucyte^®^ Imagelock 96-well plates (Essen Biosciences). Then, we added 50µL of: (a) RPMI 1640 (phenol-red free) + 0.5% HSA, (b) 1 µM PMA, (c) 25µg/mL high oxLDL, (d) KC-PBS conditioned media, (e) KC-nLDL conditioned media, or (f) KC-Hox conditioned media. Each condition had 3 replicates. Plate was placed in the IncuCyte S3, and images were acquired every 10 minutes for 12 hours.

### Phagocytosis

Kupffer cells from 4 healthy donors were plated at 10^4^ cells/well in 96-weel plates in 10%FBS RPMI for 2h. Media was replaced by 0.5% human serum albumin RPMI plus: PBS, 50µg/mL nLDL or 50µg/mL HoxLDL (final concentrations), and 10µg of Incucyte^®^ pHrodo^®^ Red *E. coli* Bioparticles^®^ (Essen Biosciences) per well. Each condition had 4 replicates. For negative controls, some wells had only cells or bioparticles. Cells were analyzed in the IncuCyte S3, and images were acquired every 10 minutes for 5.5h.

### Image Quantification and Statistical Analyses

Chemotaxis quantification was performed by Incucyte^®^ Chemotaxis Analysis Software Module. Phagocytosis and NETosis events were quantified by IncuCyte^®^ basic analyzer software.

All statistical analyses and graphs were generated using GraphPad Prism version 8 for macOS (GraphPad Software www.graphpad.com). A Two-way ANOVA test was applied for Chemotaxis, Phagocytosis and NETosis. For the qPCR, we used Ordinary one-way ANOVA test.

### Luminex

Human Magnetic Luminex Assay (6-Plex) (R&D systems) was used to measure chemokines in the supernatant of M2-like macrophage cultures after 24h stimulation with PBS or HoxLDL. The supernatant was diluted at 1:2, and the experiment followed the manufacturer’s instructions. The chemokines analyzed were: CCL3/MIP-1 alpha (BR35), CCL4/MIP-1 beta (BR37), CXCL1/GRO alpha/KC/CINC-1 (BR77), CXCL2/GRO beta/MIP-2/CINC-3 (BR27), CXCL5/ENA-78 (BR52), and IL-8/CXCL8 (BR18).

## Results

### The Degree of Cholesterol Oxidation Drives Transcriptomic Changes in Human M2-Like Macrophages

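RNA of M2-like macrophages from 5 healthy donors was sequenced. CD14+ monocytes of each donor were differentiated with 50 ng/mL of M-CSF for 5 days and then stimulated for 24 h, in medium with 5% FBS, with PBS or with 50 µg/mL of native LDL (nLDL), medium oxidized LDL (MoxLDL) or highly oxidized LDL (HoxLDL). Each donor thus gave 4 libraries, and 20 libraries were compared. The libraries were stranded and made from polyadenylated RNA, and both ends of each fragment were read for 75 bases. The authors estimated the counts of transcripts with Salmon on the GENCODE 31 annotation and summed them per gene with tximport. The deposited values are whole, unscaled counts per gene ID, with a total of 896714 to 2448815 counts per library. Mitochondrial ribosomal RNA held 37.2% ± 9.83 of the counts in PBS cells, 34.1% ± 11.9 with nLDL, 33.4% ± 10.8 with MoxLDL and 29.1% ± 10.5 with HoxLDL (SD, n = 5 donors). Of all genes, 10013 passed the filter on low counts of edgeR and were tested with TMM scaling, the donor as a block and the quasi-likelihood test, with Benjamini-Hochberg adjustment. Genes are called differentially expressed at the thresholds of the paper, an FDR under 0.1 and a fold change of at least 1.5. Levels are given in CPM (counts scaled to a common library total) as mean ± SD over the 5 donors, and positions refer to GRCh38 in the GENCODE 29 annotation. At this depth a group with no count for a gene can still hold 0.305 to 0.366 CPM of all counts, a limit of 3 counts over the 5 libraries that covers counting error only. The lists of genes named by function, the tests of differences and most alternative settings were fixed before the data were examined, while 6 alternatives and 2 tests of explanations were added later and the genes of the tables and figures of the paper were known.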

We used the low-pass RNAseq approach to measure the changes of the highly expressed genes in human monocyte-derived macrophages exposed to native, medium oxidized- and highly oxidized LDL. We applied the *DESeq2* package (21) to identify differentially expressed genes (DEG), with significance threshold of FDR < 0.1 and fold change of at least 1.5 when compared to paired control (PBS) samples.

Our results showed that the LDL oxidation degree had different effects on the global gene expression of those cells. Cells incubated with highly oxidized LDL displayed the most dramatic changes (**Figures 1A, B**). 

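The genes SLC7A11, SCD and IGF1 changed with MoxLDL and moved further from their PBS level with HoxLDL. SLC7A11, the cystine transporter that feeds glutathione synthesis (ENSG00000151012, chromosome 4, 138164097 to 138242349), was at 40.3 ± 12.2 CPM in PBS cells, 56.9 ± 16.7 with nLDL, 147 ± 45.4 with MoxLDL and 540 ± 144 with HoxLDL. SCD, the desaturase that makes monounsaturated fatty acids (ENSG00000099194, chromosome 10, 100347124 to 100364834), was at 302 ± 72.9, 333 ± 67.8, 1063 ± 156 and 2315 ± 177 CPM in the same order. The growth factor gene IGF1 (ENSG00000017427, chromosome 12, 102395874 to 102481744) was at 143 ± 43.1, 175 ± 57.6, 68.8 ± 27.8 and 1.62 ± 1.28 CPM. All 3 genes differed between HoxLDL and MoxLDL cells, with log2 fold changes of 1.89 (standard error 0.14, adjusted p = 1.75e-10 from edgeR), 1.13 (standard error 0.11, adjusted p = 2.6e-08) and -5.34 (standard error 0.27, adjusted p = 1.47e-13). In direct comparisons of the LDL preparations, 1910 genes differed between HoxLDL and MoxLDL (854 higher and 1056 lower with HoxLDL), 2538 between HoxLDL and nLDL (1218 higher and 1320 lower) and 93 between MoxLDL and nLDL (58 higher and 35 lower with MoxLDL). On the 500 most variable genes, the first principal component held 41.5% of the variance, and its mean score was -10.8 ± 4.58 for PBS, -9.84 ± 5.06 for nLDL, -2.34 ± 5.15 for MoxLDL and 23.0 ± 2.3 for HoxLDL. The score was above that of the same donor with PBS in 5 of 5 donors for each LDL, by 1.00 ± 0.575, 8.50 ± 0.811 and 33.9 ± 2.44 (two-sided exact permutation of signs, p = 0.0625 each, the smallest that 5 donors allow). The second component held 17.4% of the variance and followed the donors, which accounted for a share of 0.912 of it. With the donor means removed, the first component held 62.6%. With library totals alone the splits were 1256 higher and 757 lower for HoxLDL against MoxLDL and 1575 higher and 1044 lower against nLDL. The count of 93 genes was 53 without replicate 3, 45 without replicate 4, 12 with the donor left out of the model, 659 with DESeq2 on all genes and 118 with DESeq2 on the genes of the edgeR filter.

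**Figure D1:**
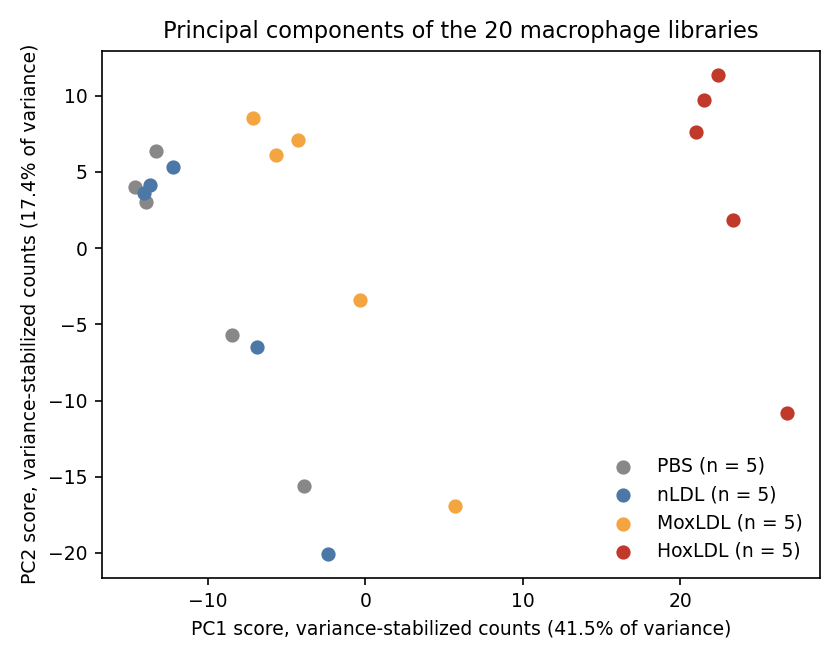
Scores of the 20 libraries on the first and second principal components of the variance-stabilized counts of the 500 most variable genes, colored by stimulus. The 5 HoxLDL libraries score 21.0 or more on the first component and the others 5.70 or less.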

Compared to unstimulated (PBS) cells (**Figure 1C**), native LDL (nLDL) induced 63 genes, with only 43 genes upregulated and 20 genes downregulated (top 40 genes on **Table S1**). 

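Native LDL left the macrophages close to PBS cells, and no gene passed both thresholds with edgeR. Among the genes nearest to them was SIPA1L2, a regulator of Rap signaling. It was at 59.8 ± 9.49 CPM with nLDL and 42.0 ± 11.5 CPM with PBS and was higher in 5 of 5 donors, with a log2 fold change of 0.53 (standard error 0.14, adjusted p = 0.48 from edgeR). The complement genes C1QA and C1QC and the complement receptor VSIG4 were lower in 5 of 5 donors, with log2 fold changes of -0.56, -0.56 and -0.52 (adjusted p = 0.491, 0.509 and 0.528). As groups, 4 lists were lower with nLDL by the camera test, namely the MHC class I genes (adjusted p = 0.000333), the interferon-stimulated genes (adjusted p = 0.000333, median log2 fold change -0.58), the complement genes (adjusted p = 0.00788) and the MHC class II genes (adjusted p = 0.0354). None of these calls held when the correlation between genes was estimated (adjusted p = 0.384, 0.631, 0.302 and 0.384 with an estimated correlation), and 2 lists were lower with the donor left out of the model. The class I call was lost without replicate 2 (adjusted p = 0.0505), the interferon call without replicate 4 (0.233), the complement call without replicate 5 (0.0646) and the class II call without replicate 1, 2, 4 or 5 (0.0666 to 0.205). None of the 4 lists had a member past the thresholds, and 1 complement gene was lower when adjusted over the list alone. At an unadjusted p under 0.05 there were 690 of the 10013 tested genes, 254 of them with a 1.5-fold change. A share of 0.05 of the tested genes would lie under that limit with no change at all. The count of genes past the thresholds was 0 with limma-voom and glmTreat, 49 with edgeR and no filter on low counts, 557 with DESeq2 on all genes, 1 with DESeq2 on the genes of the edgeR filter and 11 with its shrunken fold changes. With DESeq2 on all genes it was 0 without the donor, and 0 with the donor on the nLDL and PBS libraries alone. With edgeR and without replicate 4 it was 1.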

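With MoxLDL, 232 genes differed from PBS cells with edgeR, 127 higher and 105 lower, and 215 of them changed the same way in all 5 donors. KIAA0319, a membrane protein gene, rose from 1.31 ± 1.14 to 8.78 ± 3.45 CPM, a log2 fold change of 2.73 (standard error 0.55, adjusted p = 0.00444 from edgeR). The gene of the Notch receptor NOTCH3 (ENSG00000074181, chromosome 19, 15159038 to 15200981) rose from 13.3 ± 8.85 to 47.1 ± 28.2 CPM (log2 fold change 1.78, standard error 0.27, adjusted p = 0.000203). AKR1C3, an aldo-keto reductase with near-identical paralogs that may share its reads, had 1 count in all PBS libraries and was 37.6-fold higher (95% counting interval 6.32 to 1530). Among the genes that fell were F13A1, the A subunit of coagulation factor XIII and a marker of M2 macrophages (ENSG00000124491, chromosome 6, 6144085 to 6321013), from 478 ± 138 to 134 ± 67.9 CPM (log2 fold change -1.93, standard error 0.18, adjusted p = 7.6e-08), and VSIG4, which binds complement-coated particles (ENSG00000155659, chromosome X, 66021738 to 66040125), from 177 ± 50.2 to 53.1 ± 17.8 CPM (log2 fold change -1.76, standard error 0.16, adjusted p = 6.69e-08). The early response transcription factor EGR1 fell by 2.03 on the log2 scale (standard error 0.47, adjusted p = 0.019), a call that was lost without replicate 3. Most changes were moderate, with a median log2 fold change of 0.82 among the genes that rose and -0.81 among those that fell, and 74 genes changed at least 2-fold. Collagen genes of fibroblasts were uneven between the MoxLDL libraries, COL1A1 at 18.4 ± 31.9 CPM against 2.80 ± 2.58 with PBS (log2 fold change 2.33, adjusted p = 0.246) and COL1A2 at 29.7 ± 50.8 against 3.64 ± 4.04 CPM (log2 fold change 2.51, adjusted p = 0.19), and both were higher only when adjusted over the list alone. With library totals alone 138 genes were higher and 62 lower. The count of 232 genes was 134 without replicate 3, 39 with the donor left out of the model, 15 with glmTreat, 878 with DESeq2 on all genes and 260 with DESeq2 on the genes of the edgeR filter.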

Medium oxLDL (MoxLDL) stimulated 214 genes, with upregulation of 125 and downregulation of 89 genes (top 40 genes on **Table S2**). In the presence of highly oxidized LDL (HoxLDL), a total of 2032 genes were differentially expressed (top 40 genes on **Table S3**); surprisingly, more genes were downregulated (1155) than upregulated (877). 

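Highly oxidized LDL changed 2679 genes with edgeR, 1210 higher and 1469 lower than with PBS, and 2171 of them moved the same way in all 5 donors. NIPAL4, a magnesium transporter gene (ENSG00000172548, chromosome 5, 157460019 to 157474717), rose from 1.39 ± 1.21 to 87.0 ± 35.5 CPM, a log2 fold change of 5.96 (standard error 0.38, adjusted p = 2.22e-12 from edgeR). PALLD, which organizes actin filaments, rose from 7.65 ± 3.68 to 86.0 ± 32.1 CPM (log2 fold change 3.53, standard error 0.28, adjusted p = 1.68e-10). MET, the receptor of hepatocyte growth factor, rose from 0.583 ± 0.82 to 36.3 ± 32.3 CPM (log2 fold change 5.62, standard error 0.56, adjusted p = 7.44e-09). In the other direction, ADORA3, an adenosine receptor, fell from 39.8 ± 16.3 to 0.744 ± 0.821 CPM (log2 fold change -5.57, standard error 0.34, adjusted p = 9.25e-13), and the lectin CLEC10A fell from 23.7 ± 18.0 to 0.486 ± 0.496 CPM (log2 fold change -5.37, standard error 0.55, adjusted p = 1.06e-08). RGS18, a brake on G protein signaling, kept 2 counts in all HoxLDL libraries and was 74.6-fold lower (95% counting interval 20.3 to 621). The pseudogene NAIPP1 had 91 counts in the PBS libraries and none with HoxLDL, at least 28.3-fold lower. The median log2 fold change was 0.95 among the genes that rose and -1.1 among those that fell, and 1395 genes changed at least 2-fold. Of the 2679 genes, 54.8% were lower. Scaling by library totals alone shifted all log2 fold changes of this comparison by a median of 0.20, and then 2013 genes were higher and 993 lower, or 33.0%.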

All stimuli triggered a set of unique genes: 35 genes by nLDL, 48 genes by MoxLDL, and 1858 genes by hoxLDL. 

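Most genes that responded to MoxLDL also responded to HoxLDL. Of the 232 genes called with MoxLDL, 202 were called with HoxLDL, 108 higher with both, 93 lower with both and 1 in opposite directions, while 2477 genes were called with HoxLDL alone and 30 with MoxLDL alone. With nLDL edgeR called no gene. Of the 10013 tested, 690 had an unadjusted p under 0.05, more than the share of 0.05 that would lie there with no change at all. DESeq2 with the donor called 557 among all genes and 1 among those of the edgeR filter. SMPDL3A, a phosphodiesterase gene induced by LXR, rose from 19.3 ± 7.14 CPM to 46.6 ± 4.21 with MoxLDL (log2 fold change 1.32, standard error 0.27, adjusted p = 0.00537 from edgeR) and 84.6 ± 20.7 with HoxLDL (log2 fold change 2.15, standard error 0.26, adjusted p = 2.25e-07). CTSL, a lysosomal protease, rose from 614 ± 72.3 CPM to 1088 ± 197 (log2 fold change 0.82, standard error 0.14, adjusted p = 0.000977) and 2460 ± 393 (log2 fold change 2.01, standard error 0.14, adjusted p = 1.7e-11). Independent lists of these sizes would share 15.3 genes higher in both and 15.4 lower in both, or 30.8 in the same direction, not counting genes shared in opposite directions. Because both stimuli were compared with the same PBS libraries, counts of all libraries, PBS included, were simulated 20 times with no group changed. The covariance of the log2 fold changes over all genes was 0.202, against 0.0544 in the simulations, a difference of 0.148. When the 5 donors were split so that the comparisons used PBS libraries of different donors, the covariance over 10 splits was 0.118 to 0.163, and 5 to 79 genes (median 21.5) were called in both in the same direction, against a median of 2.56 expected for independent lists. The difference between both stimuli was tested for each gene called with MoxLDL. At both thresholds, 135 of these genes lay further from PBS with HoxLDL than with MoxLDL, and 11 lay closer to PBS or on its other side. The other 86 were not called between the stimuli, which does not show that their levels were equal. The overlap of 202 genes was 125 without replicate 3, 38 with the donor left out of the model, 15 with glmTreat, 547 with DESeq2 on all genes and 225 with DESeq2 on the genes of the edgeR filter.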

The 8 genes commonly modulated by nLDL, MoxLDL, and HoxLDL are related to cell survival, autophagy, response to insulin, cell trafficking and protein folding (**Figure 1D**).

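The genes labelled in Fig. 1D are ATP13A3, GALNT6, RAB3IP, NSD2, SIPA1L2, GOLGA3, DIAPH1 and PPIL2. Of the 7 that could be tested, 4 rose with MoxLDL, 4 rose with HoxLDL and none passed the thresholds with nLDL. ATP13A3, a transport ATPase (ENSG00000133657, chromosome 3, 194402672 to 194498364), was at 302 ± 100 CPM with PBS, 381 ± 128 with nLDL, 459 ± 106 with MoxLDL and 999 ± 170 with HoxLDL. Its log2 fold changes against PBS were 0.33 (standard error 0.12, adjusted p = 0.719 from edgeR), 0.62 (standard error 0.12, adjusted p = 0.00493) and 1.76 (standard error 0.12, adjusted p = 1.89e-11). SIPA1L2 had log2 fold changes of 0.78 with MoxLDL (standard error 0.14, adjusted p = 0.00177) and 0.70 with HoxLDL (standard error 0.14, adjusted p = 0.000216). GALNT6, an enzyme that starts O-linked glycans, and GOLGA3, a Golgi protein, had log2 fold changes of 0.60 and 0.71 with MoxLDL (adjusted p = 0.0629 and 0.0809) and 1.44 and 1.16 with HoxLDL (adjusted p = 9.18e-08 and 9.22e-05). PPIL2, a peptidyl-prolyl isomerase of the cyclophilin family, was at 27.1 ± 1.56 CPM with PBS and had log2 fold changes of -0.34, -0.24 and -0.17 (adjusted p = 0.762, 0.684 and 0.551). DIAPH1 and NSD2 did not pass the thresholds with any LDL. RAB3IP, with 16 counts in the PBS and 26 in the nLDL libraries, was too low to be tested. The study chose these genes on the same libraries, so their direction is not independent evidence. With MoxLDL the number that rose was 1 without replicate 2, and 2 without replicate 3, 4 or 5.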

**Figure 1:**
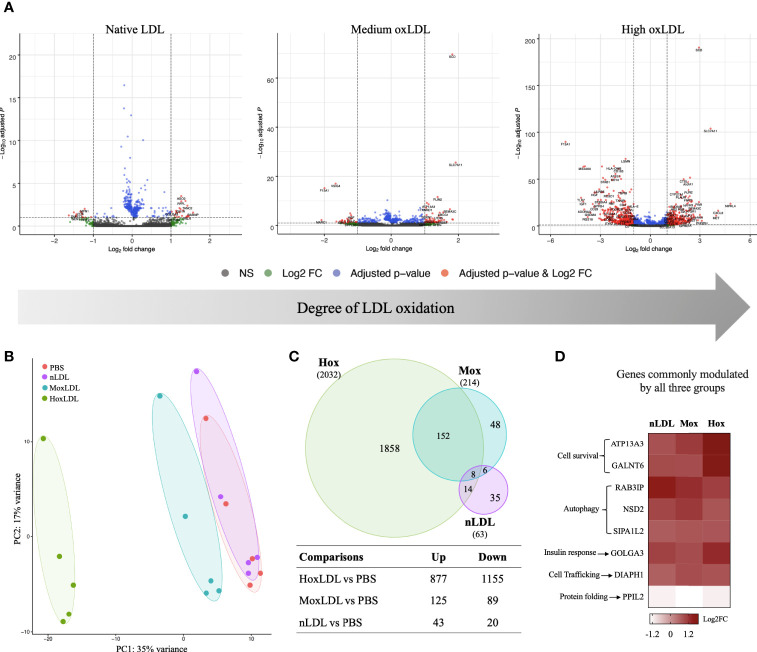
The degree of cholesterol oxidation drives transcriptomic changes in human M2-like macrophages. **(A)** The volcano plots display the changes in the M2-like macrophages gene expression after 24 hours of LDL-stimulation compared to cells stimulated by PBS *(n=5)*. Three types of LDL were used: non-oxidized (native), medium oxidized (MoxLDL), and highly oxidized (HoxLDL). The transcriptomic changes increase according to the degree of LDL oxidation. **(B)** The principal component analysis confirms the significance of transcriptomic changes induced by LDL oxidation. Ellipses indicate the confidence interval of groups. Axis percentages indicate variance contribution. **(C)** The Venn Diagram shows the overlapping genes in each group. Only 8 genes are commonly induced by LDL regardless of the oxidation degree, while 152 genes are stimulated due to LDL oxidation. The table shows the amount of upregulated and downregulated genes in the groups. **(D)** The common genes expressed due to LDL exposure are all upregulated and are related to cell survival, endoplasmic reticulum stability, response to insulin, and autophagy.

### Pathway Analyses Identify HoxLDL-Induced Processes in Cholesterol Metabolism, Oxidative Stress Response, and Innate Inflammation in Macrophages

To identify a gene expression pattern that could distinguish cells stimulated by nLDL, MoxLDL, and HoxLDL, we evaluated the DEG lists (stimuli *vs* PBS) using the Ingenuity Pathway Analysis (IPA) biomarker tool. Then, the top 40 upregulated genes of each IPA biomarker list (i.e., nLDL *vs* PBS; MoxLDL *vs* PBS, and HoxLDL *vs* PBS) were used to construct gene networks using GeneMANIA (23). Genes that did not show connection by co-expression, co-localization, and genetic/physical interactions were filtered out. The remaining genes were then used to perform hierarchical clustering using Cluster v3 (25).

This network evaluation strategy identified a network of 25 genes in the MoxLDL (**Figure S1A**) data set and a network of 26 genes using the nLDL biomarkers list (**Figure S1B**). However, when clustered, these sets of genes did not group the samples according to the stimuli used (**Figures S1C, D**). In contrast, the network of 25 genes resulting from the HoxLDL dataset analysis showed not only robust network correlation (**Figure 2A**) but were also able to cluster the HoxLDL samples together (**Figure 2B**), confirming that the HoxLDL treatment induced a much stronger transcriptional change in the macrophages when compared to other stimuli.

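The 20 upregulated genes of Table S1 and of Table S2, which the study chose on these libraries, were used in place of the networks. On the genes of Table S1, none of the 4 groups formed a branch of its own, and the smallest branch with all 5 HoxLDL libraries held all 20 libraries. Of the 40 genes in that table, 33 passed the filter on low counts and none was called with nLDL by edgeR. AGO2, which carries small RNAs and is in the table, had a log2 fold change of 0.21 with nLDL. SVIL, an actin-binding protein gene of Table S2, was at 8.73 ± 4.76 CPM with nLDL and 2.80 ± 1.27 CPM with PBS (log2 fold change 1.54, standard error 0.41, adjusted p = 0.48). On the genes of Table S2, the smallest branch with all HoxLDL libraries held 6 libraries, and the MoxLDL libraries came together only with all 20, while with Euclidean distance they formed a branch of their own. Of the 40 genes of this table, 33 could be tested and 24 were called with MoxLDL in the direction of the table, between 16 and 21 when the libraries of 1 donor were left out. NECTIN4, a cell adhesion gene, rose from 4.54 ± 3.26 to 16.4 ± 11.7 CPM with MoxLDL (log2 fold change 1.82, standard error 0.38, adjusted p = 0.00648). On the genes of Table S2 the HoxLDL libraries formed a branch of their own without replicate 2, with Euclidean distance and with a pseudocount of 5, and on those of both tables they did so with the donor means removed. Clustering was by average linkage on the correlation of log2 CPM with 1 added.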

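On the 20 upregulated genes of Table S3, chosen by the study on these libraries and used in place of the 25 genes of the network, the 5 HoxLDL libraries formed a branch of their own, and no other group did. HoxLDL stayed apart in this way under complete linkage, Euclidean distance, pseudocounts of 0.5 and 5, removal of the donor means and leaving out each donor. Of the 40 genes in the table, 39 were tested and all 39 were called with HoxLDL in the direction of the table. KIAA0319 was at 24.3 ± 4.86 CPM with HoxLDL (log2 fold change against PBS 4.2, standard error 0.50, adjusted p = 1.95e-07 from edgeR). CES1, a carboxylesterase that hydrolyzes cholesteryl esters, was at 25.9 ± 12.0 CPM with HoxLDL and 1.18 ± 2.41 CPM with PBS (log2 fold change 4.87, standard error 0.69, adjusted p = 2.33e-06). PHGDH, the first enzyme of serine synthesis, had 3 counts in the PBS and 234 in the HoxLDL libraries, 83.7-fold higher (95% counting interval 28.3 to 409), and was outside the tested genes. With Euclidean distance the MoxLDL libraries also formed a branch of their own.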

**Figure 2:**
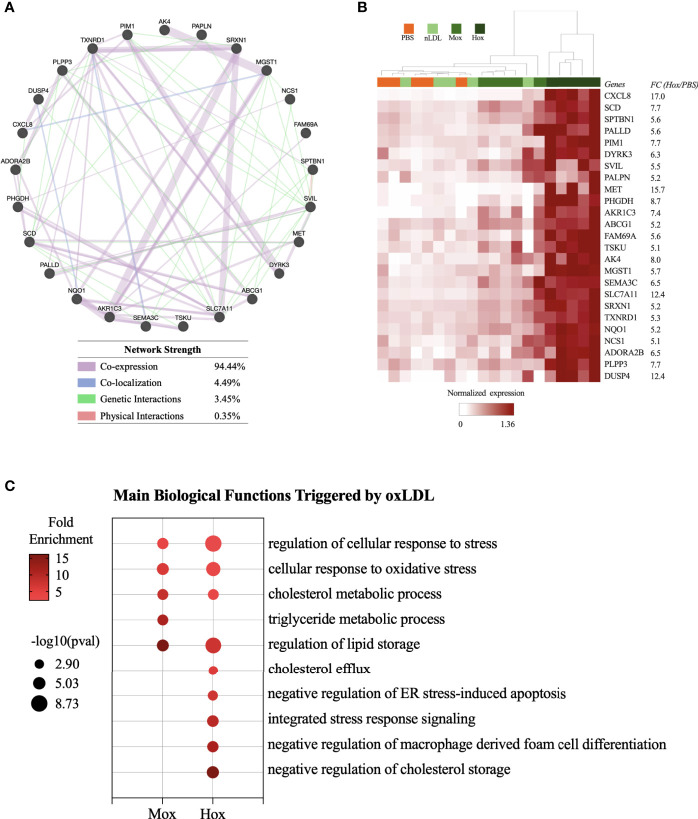
Transcriptome-based signature and biological processes triggered by HoxLDL stimulation. **(A)** Using the top 40 genes upregulated HoxLDL biomarker list, we performed a network test using GeneMANIA, which identified a strong relationship among the 25 genes. **(B)** In the heatmap, we can see that the hierarchical clustering of the 25 genes (HoxLDL group), group all the HoxLDL-stimulated samples together *(n=5)*. **(C)** Biological processes upregulated in M2-like cells exposed to MoxLDL and HoxLDL for 24 hours.

The biological functions triggered by the LDL treatment were identified using the Gene Ontology platform. For these analyses, we used the lists of upregulated genes from each comparison (HoxLDL, MoxLDL, or nLDL *vs* PBS), and we excluded functions related to gene transcription and translation, and functions displaying less than 5 genes. For the cells treated with nLDL, no significant change was detected, while MoxLDL-treated cells showed an upregulation of lipid metabolism and oxidative stress. 

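MoxLDL raised genes of sterol efflux and of the defense against oxidants, and the same lists did not pass the test with nLDL. Of 14 targets of the sterol sensor LXR, 7 rose and none fell (9 rose when adjusted over the list alone). The exporter ABCA1 (ENSG00000165029, chromosome 9, 104781002 to 104928237), which passes cholesterol to lipid-poor apolipoproteins, rose from 713 ± 163 to 1558 ± 271 CPM with MoxLDL (log2 fold change 1.13, standard error 0.15, adjusted p = 5.19e-05 from edgeR) and was at 850 ± 203 CPM with nLDL (adjusted p = 0.776). ABCG1, which exports cholesterol to lipoprotein particles, rose from 59.2 ± 33.3 to 170 ± 22.3 CPM (log2 fold change 1.64, standard error 0.27, adjusted p = 0.000742). Of 15 genes of cholesterol efflux and storage, 4 rose and none fell. Of 26 targets of NRF2, the regulator of antioxidant genes, 7 rose and none fell (8 rose when adjusted over the list alone), among them NQO1, a quinone reductase (log2 fold change 1.18, adjusted p = 0.00323), and SRXN1, which restores peroxiredoxins (log2 fold change 1.10, adjusted p = 0.000628). Of 11 genes of fatty acid synthesis, 3 rose and none fell, such as ACSL1 and ACSL3, which activate fatty acids (log2 fold changes 0.86 and 0.75, adjusted p = 4.48e-05 and 0.00784). PLIN2, the coat protein of lipid droplets, was 1 of 2 genes that rose among 12 PPAR targets (log2 fold change 1.45, adjusted p = 1.13e-05), and 1 PPAR target was lower when adjusted over the list alone. Of 22 genes of sterol synthesis, 1 fell (4 when adjusted over the list alone). By the camera test the LXR (adjusted p = 1.67e-21), NRF2 (6.4e-18), fatty acid (2.56e-06) and PPAR (8.98e-06) lists were higher with MoxLDL and the sterol synthesis list lower (0.00368). All but the last held (adjusted p = 0.398 with an estimated correlation, 0.115 without replicate 4 and 0.0781 without replicate 5), and for fatty acid synthesis the median log2 fold change was -0.02 while the mean was 0.22. With nLDL the adjusted p was 0.925 for the LXR, 0.572 for the NRF2, 0.758 for the fatty acid and 0.497 for the PPAR list. The call of PLIN2 was lost with the donor left out of the model.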

As expected, the main biological processes upregulated in HoxLDL-stimulated cells were also related to cholesterol metabolism and cellular stress, but surprisingly, these cells also exhibited significant inhibition of the foam cell formation and apoptotic processes (**Figure 2C** and **Figure S2**).

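HoxLDL raised genes of cholesterol efflux, antioxidant defense, protein folding and survival together. Of 15 genes of cholesterol efflux and storage, 10 rose and 1 fell (the same when adjusted over the list alone), such as NR1H3, the gene of the sterol sensor LXR alpha (ENSG00000025434, chromosome 11, 47248300 to 47269032), from 62.1 ± 14.4 to 332 ± 62.3 CPM (log2 fold change 2.43, standard error 0.14, adjusted p = 7e-13 from edgeR), and SOAT1, which esterifies cholesterol for storage (log2 fold change 1.54, adjusted p = 6.23e-09). Of the 14 LXR targets 8 rose and 2 fell. Of the 26 NRF2 targets, 18 rose and none fell, such as TXNRD1, thioredoxin reductase, from 261 ± 47.3 to 1491 ± 204 CPM (log2 fold change 2.50, standard error 0.14, adjusted p = 4.13e-13). Of 20 genes of the unfolded protein response, 10 rose and 1 fell, among them HYOU1, a chaperone of the endoplasmic reticulum (ENSG00000149428, chromosome 11, 119044189 to 119057202), from 60.1 ± 11.7 to 189 ± 48.3 CPM (log2 fold change 1.65, adjusted p = 1.64e-09). Among 14 genes of the integrated stress response 8 rose, such as the transcription factor ATF3 (log2 fold change 1.71, adjusted p = 1.47e-06), and among 10 heat shock genes 7 rose, such as the chaperone HSPH1 (log2 fold change 1.06, adjusted p = 4.76e-06). Of 9 genes that protect from apoptosis 6 rose and none fell, including BCL2L1 (ENSG00000171552, chromosome 20, 31664452 to 31723989; log2 fold change 1.08, standard error 0.14, adjusted p = 1.33e-06), and the caspase inhibitor XIAP (log2 fold change 1.32, adjusted p = 3.63e-08). Of 10 genes that promote apoptosis 4 fell and none rose, such as BMF (log2 fold change -1.15, adjusted p = 3.96e-06). Of 22 genes of sterol synthesis, 1 rose and 5 fell, of 11 of fatty acid synthesis 4 rose and 1 fell, and of 12 PPAR targets 4 rose (5 when adjusted over the list alone) and 1 fell. The efflux and LXR lists share genes such as ABCA1 and ABCG1, so their results are not independent. By camera the efflux (adjusted p = 1.19e-10), LXR (1.01e-09), NRF2 (1.24e-18), unfolded protein (3.28e-06) and protective (0.000855) lists were higher, and these calls held with an estimated correlation. The calls of the integrated stress (0.000653), heat shock (0.000687) and PPAR (0.0114) lists did not (adjusted p = 0.0527, 0.0761 and 0.149 with an estimated correlation). The lists of sterol synthesis (0.233, and 0.045 without replicate 2) and of genes that promote apoptosis (0.197) did not pass camera. By the fry test the integrated stress, heat shock and PPAR lists were higher (adjusted p = 1.14e-05, 1.08e-05 and 0.0011). The list of genes that promote apoptosis was lower by fry (0.00118), and sterol synthesis did not pass it (0.0536).

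**Figure D2:**
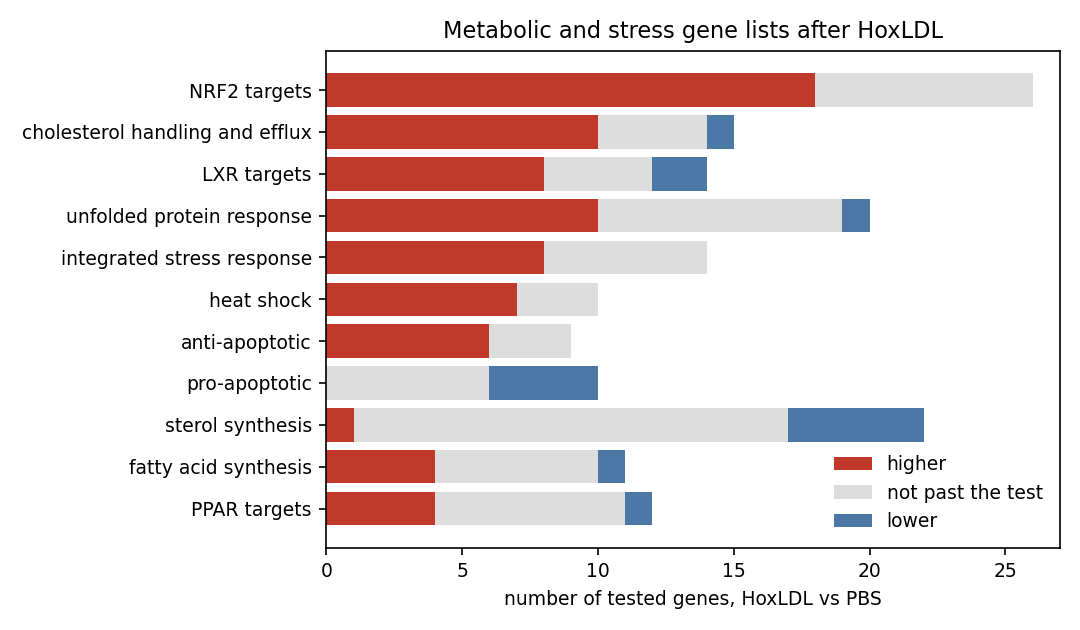
Number of tested genes in each list that rose, fell or did not pass the test with HoxLDL against PBS (stacked bars, in genes). The NRF2 list has the most genes that rose, 18 of 26.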

### HoxLDL Stimulation Shifts Peripheral and Hepatic Macrophages Toward an M4-Like Proinflammatory Phenotype

Moving forward with the DEG list obtained from HoxLDL-stimulated M2-like macrophages, we decided to investigate whether the detected transcriptional changes would affect the cells’ phenotype. 

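Markers of M2 macrophages fell with HoxLDL, while none of the markers of M1 macrophages that could be tested rose past the thresholds. Of 14 tested M2 markers, 12 fell and none rose (the same when adjusted over the list alone). STAB1, a scavenger receptor (ENSG00000010327, chromosome 3, 52495338 to 52524495), fell from 1895 ± 380 to 308 ± 121 CPM (log2 fold change -2.64, standard error 0.16, adjusted p = 1.59e-12 from edgeR), and the lectin receptor CD209 from 158 ± 66.1 to 33.6 ± 11.8 CPM (log2 fold change -2.19, standard error 0.16, adjusted p = 5.62e-11). SELENOP, a selenium carrier, fell from 2478 ± 572 to 334 ± 126 CPM (log2 fold change -2.93, standard error 0.15, adjusted p = 4.69e-14). Of 18 listed M1 markers only 8 passed the filter on low counts, so a rise of the others could not be seen. None of the 8 rose and 1 fell, the Fc receptor FCGR1A (log2 fold change -1.44, standard error 0.28, adjusted p = 0.000228). TNF was at 5.49 ± 2.95 CPM with PBS and 2.60 ± 1.39 CPM with HoxLDL (log2 fold change -1.11, adjusted p = 0.146) and IL1B at 3.03 ± 2.18 and 4.71 ± 2.98 CPM (log2 fold change 0.73, adjusted p = 0.381). The M2 list was lower by the camera test (adjusted p = 4.35e-25, and 0.000134 with an estimated correlation), and the M1 list was not past it (adjusted p = 0.477). By the fry test the M1 list was lower (adjusted p = 0.00279). Of 20 phagocytic and scavenger receptors, 16 fell and 1 rose (camera adjusted p = 1.14e-15), MERTK, which takes up dying cells, among those that fell (log2 fold change -0.74, adjusted p = 0.00052). Of 9 tested markers of other cell types, 5 were lower with HoxLDL and none was higher. They were FCN1, S100A9 and LYZ of monocytes, CSF3R of neutrophils and CCL22 of dendritic cells, which is also an M2 marker. LYZ, also a macrophage gene, fell from 1525 ± 383 to 921 ± 254 CPM (log2 fold change -0.73, adjusted p = 3.99e-05).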

Our analyses showed that the M2-like macrophages exposed to HoxLDL did not fully relate to the classical M1 and M2 phenotypes.

We observed that HoxLDL induces a transcriptional shift in monocyte-derived macrophages consistent with the M4 macrophages (**Figure 3A**), with a mixture of M1 and M2 characteristics, as previously described in atherosclerotic plaques (27, 28). Based on the M4 macrophage characterization published by Gouwy et al. (6), which compared monocytes differentiated by CXCL4 and CXCL4L1 to resting M2-like macrophages, we evaluated the expression of M4 markers in M2-like macrophages treated with LDLs. For this purpose, we only considered the genes included in the DEG lists. Overall, HoxLDL-stimulated cells upregulated the expression of CXCL8, CCL2, CCR5, and IL1RN, and relative downregulation of CD14, CD163, HMOX1, MRC1, and IL10 when compared to resting M2-like macrophages. 

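Of the genes listed as higher in M4 macrophages, CXCL8, IL1RN and CCL2 rose with HoxLDL, and 4 of the 5 listed as lower fell. CXCL8, the main chemokine for neutrophils (ENSG00000169429, chromosome 4, 73740506 to 73743716), rose from 5.73 ± 3.18 to 385 ± 189 CPM, a log2 fold change of 6.08 (standard error 0.31, adjusted p = 4.69e-14 from edgeR). IL1RN, the antagonist of the interleukin-1 receptor (chromosome 2, 113107214 to 113134016), rose from 90.3 ± 77.8 to 327 ± 231 CPM (log2 fold change 2.02, standard error 0.36, adjusted p = 8.79e-05). The monocyte chemokine CCL2 (chromosome 17, 34255218 to 34257203) rose from 43.1 ± 12.1 to 147 ± 93.3 CPM (log2 fold change 1.65, standard error 0.23, adjusted p = 3.51e-06). CD14, the co-receptor for lipopolysaccharide (chromosome 5, 140631728 to 140633701), fell from 501 ± 133 to 114 ± 39.5 CPM (log2 fold change -2.16, standard error 0.13, adjusted p = 1.09e-12). CD163, the scavenger receptor for hemoglobin (chromosome 12, 7470813 to 7503893), fell from 921 ± 111 to 248 ± 80 CPM (log2 fold change -1.94, standard error 0.13, adjusted p = 1.03e-11), and the mannose receptor MRC1 (chromosome 10, 17809344 to 17911170) from 375 ± 68.7 to 137 ± 66.4 CPM (log2 fold change -1.51, standard error 0.18, adjusted p = 1.98e-07). IL10, an anti-inflammatory cytokine (chromosome 1, 206767602 to 206772494), fell from 14.0 ± 5.03 to 4.26 ± 2.88 CPM (log2 fold change -1.73, standard error 0.35, adjusted p = 0.00037). HMOX1, which degrades heme (chromosome 22, 35380361 to 35394214), was at 418 ± 105 CPM with PBS and 291 ± 94.1 CPM with HoxLDL, lower in 5 of 5 donors, with a log2 fold change of -0.51 (standard error 0.15, adjusted p = 0.0123) that is under 1.5-fold. It passed both thresholds without replicate 3 (log2 fold change -0.61) and without replicate 5 (-0.59), and with library totals alone its log2 fold change was -0.31 (adjusted p = 0.15). The counts adjusted over the list alone were the same, and because the study took these genes from its own lists of called genes they are not independent evidence. From these markers, compared with published M4 macrophages, the paper proposes that HoxLDL shifts M2-like macrophages toward an M4-like state.

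**Figure D3:**
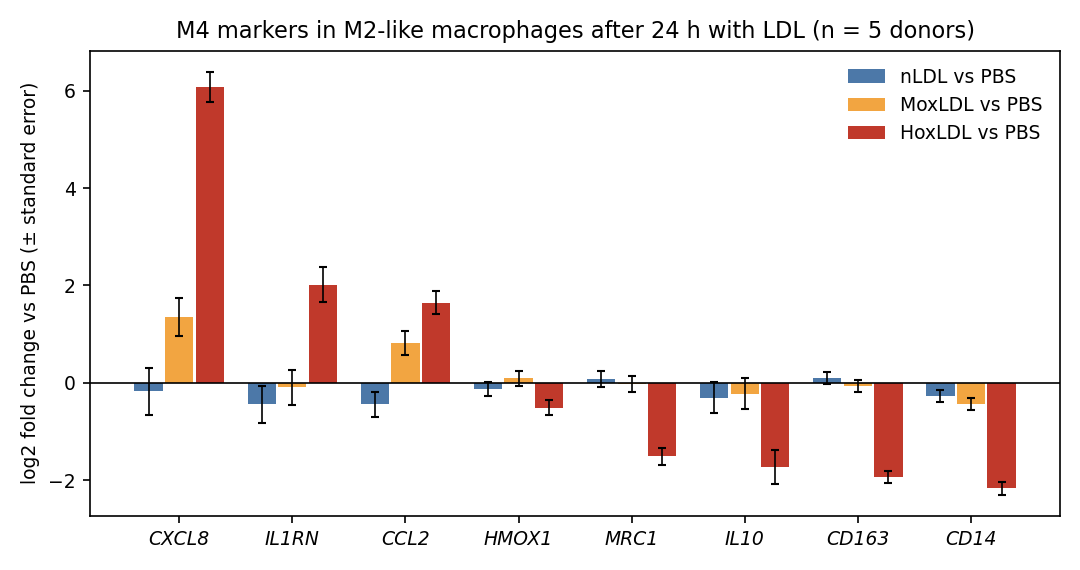
Log2 fold change against PBS of 8 M4 markers with nLDL, MoxLDL and HoxLDL (bars, with the standard error of the edgeR model, n = 5 donors). With HoxLDL, CXCL8 has the highest value, 6.08, and CD14 the lowest, -2.16.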

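All 14 tested genes of MHC class II presentation were lower with HoxLDL, and so were 5 of 12 of class I presentation and 4 of 7 Toll-like receptor genes, with none higher in any of these lists (the same when adjusted over each list alone). CIITA, the master regulator of class II genes (ENSG00000179583, chromosome 16, 10866222 to 10943021), fell from 232 ± 32.6 to 12.9 ± 1.72 CPM (log2 fold change -4.14, standard error 0.16, adjusted p = 2.37e-16 from edgeR). HLA-DRA, the alpha chain of HLA-DR (chromosome 6, 32439842 to 32445046), fell from 2505 ± 517 to 1085 ± 152 CPM (log2 fold change -1.19, standard error 0.12, adjusted p = 6.05e-09). Of the 5 lower class I genes, HLA-B lost its call with library totals alone, while HLA-E fell from 882 ± 185 to 418 ± 53.3 CPM (log2 fold change -1.07, standard error 0.12, adjusted p = 5.71e-08). TLR7 and TLR8, which sense single-stranded RNA in endosomes, fell from 71.4 ± 14.1 to 2.10 ± 2.14 CPM (log2 fold change -5.04, standard error 0.32, adjusted p = 2.73e-12) and from 74.0 ± 23.2 to 8.71 ± 5.13 CPM (log2 fold change -3.13, standard error 0.29, adjusted p = 2.82e-09). TLR5, the flagellin receptor, fell by 1.93 on the log2 scale (adjusted p = 5.15e-08), and TLR2 fell by 0.75 (adjusted p = 0.00239), a call that was lost with library totals alone. TLR4, the lipopolysaccharide receptor, was at 372 ± 45.1 CPM with PBS and 307 ± 16.1 CPM with HoxLDL (log2 fold change -0.27, adjusted p = 0.0723) and did not reach a 1.5-fold change. By camera the class II (adjusted p = 1.69e-28), class I (0.00236) and Toll-like receptor (4.02e-06) lists were lower, of which class I did not hold (adjusted p = 0.209 with an estimated correlation). HLA genes are similar to one another and vary between people, so reads may be split among them.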

We also noticed the downregulation of several HLA genes, as expected for M4 macrophages, and surprisingly the decrease of TLRs’ gene expression as well (**Figure S3A**). In keeping with prior studies, these M4 macrophages derived from HoxLDL stimulation display expression patterns similar to CXCL4L1-exposed monocytes (**Figure S3B, C**). M2-like macrophages treated with MoxLDL or nLDL did not follow the M4-like gene expression pattern.

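With nLDL none of the M4 markers CXCL8, CCL2, IL1RN, CD14, CD163, MRC1, IL10 and HMOX1 passed the thresholds, and with MoxLDL CXCL8 and CCL2 rose and none of the 5 listed as lower fell. CXCL8 was at 5.29 ± 5.42 CPM with nLDL and 14.4 ± 6.26 with MoxLDL, where its log2 fold change was 1.36 (standard error 0.39, adjusted p = 0.0687 from edgeR, higher in 4 of 5 donors). CCL2 was at 32.2 ± 15.6 CPM with nLDL and 76.5 ± 26.7 with MoxLDL (log2 fold change 0.82, adjusted p = 0.0775). CD163 and MRC1 were at 909 ± 297 and 364 ± 47.0 CPM with MoxLDL, and CD14 was at 379 ± 124 CPM (log2 fold change -0.44, adjusted p = 0.0632). HoxLDL differed from MoxLDL in all 8 of these markers, with log2 fold changes of 4.72 for CXCL8 (adjusted p = 2.49e-12), 2.11 for IL1RN and 0.83 for CCL2 (adjusted p = 0.0083), and of -1.86 for CD163, -1.73 for CD14, -1.51 for IL10, -1.48 for MRC1 and -0.60 for HMOX1 (adjusted p = 0.00518). The list of higher genes passed the camera test with MoxLDL (adjusted p = 0.0337, 0.154 with an estimated correlation, and 0.0535, 0.0522 and 0.14 without replicate 2, 4 and 5), and the list of lower genes did not (adjusted p = 0.318). With nLDL the adjusted p was 0.134 (0.0288, lower, without replicate 5) and 0.551. Beyond these markers, 6 of 14 M2 markers and 4 of 14 MHC class II genes fell with MoxLDL and none rose (6 and 5 fell when adjusted over the list alone), such as CIITA with a log2 fold change of -0.66 (adjusted p = 0.00367), a call that was lost without replicate 2. Both lists were lower by camera (adjusted p = 3.63e-12 and 2.5e-17), and these calls held with an estimated correlation (0.0042 and 0.000397). The class I list (9.75e-05) and the list of phagocytic and scavenger receptors (0.00153, 2 of 20 lower) were also lower, but not with an estimated correlation (0.169 and 0.361). The MoxLDL call of CXCL8 was lost with DESeq2 and without replicate 2, 3, 4 or 5, and that of CCL2 with DESeq2 and without replicate 1, 2, 3 or 4.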

**Figure 3:**
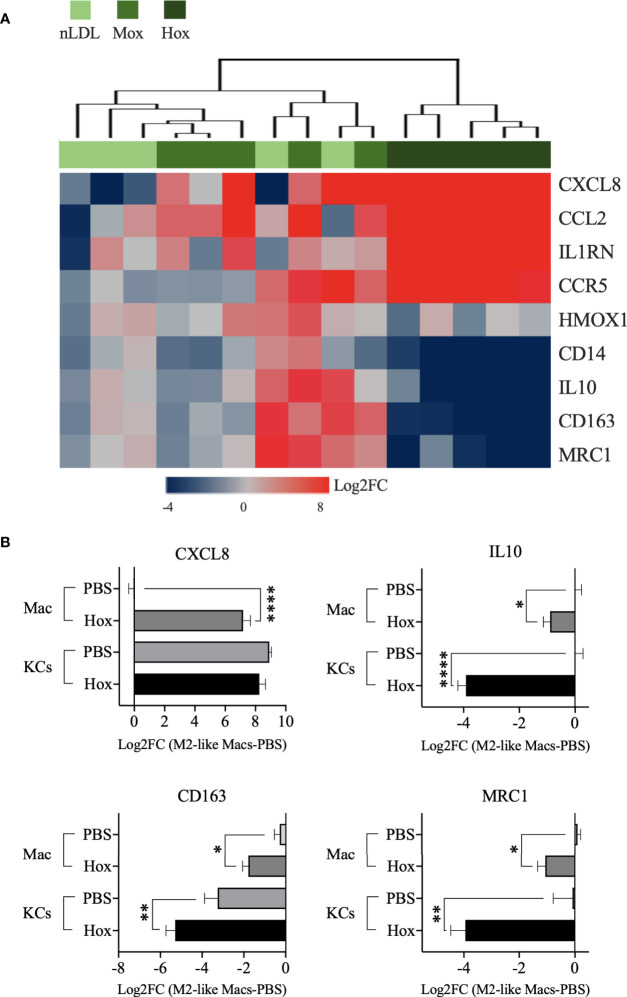
M2-like macrophages and Kupffer cells stimulated by HoxLDL switch to the M4-like proinflammatory phenotype. **(A)** Heatmap displays the M4-biomarkers expressed by M2-like macrophages exposed to nLDL, MoxLDL, and HoxLDL (values = Log2FC compared to PBS, *n=5*). Genes from the HoxLDL group follow the M4 profile, with upregulation of CXCL8, CCL2, CCR5, and IL1RN, and downregulation of CD14, CD163, HMOX1, MRC1, and IL10, suggesting that M2-like macrophages stimulated by HoxLDL change into the proinflammatory M4 phenotype. All the genes are significantly changed in the HoxLDL group. **(B)** Among the M4 biomarkers, we measured the expression of CXCL8, IL10, CD163, and MRC1 in human KCs with and without HoxLDL stimulation. Compared to *in vitro* M2-like differentiated macrophages *(n=5)*, KCs *(n=5)* are high constitutive producers of CXCL8, not changing significantly after HoxLDL exposure. However, the other common KCs’ markers were significantly downregulated after HoxLDL treatment, indicating that KCs may shift to the M4-like phenotype in the presence of HoxLDL as well. Data are presented as mean ± SEM. One way ANOVA test; *p <0.05, **p <0.01, ****p <0.0001.

Furthermore, we evaluated some of these markers on human Kupffer cells (KCs) exposed to HoxLDL. We selected the scavenger receptor CD163 and mannose receptor MRC1 genes, which are commonly expressed by M1 and M2 KCs (29) but drastically downregulated in M4 cells, and the genes IL10 and CXCL8. HoxLDL-stimulated KCs significantly downregulated the transcription levels of IL10, CD163, and MRC1 (**Figure 3B**), while kept the CXCL8 expression unchanged but still high, similar to monocytes differentiated by CXCL4 (27).

### Kupffer Cells Phagocytic Capacity Is Reduced by HoxLDL Treatment

Phagocytosis is one of the crucial functions of macrophages and is significantly attenuated in M4 macrophages differentiated by CXCL4 (7). To analyze if HoxLDL-differentiated KCs’ phagocytic capacity was also impaired, we incubated KCs obtained from healthy livers with PBS, nLDL, or HoxLDL for 5.5 hours in the presence of heat-killed *E. coli* conjugated to a pH-sensitive fluorescent dye [pHrodo red E-coli bioparticles^®^] (**Figures 4A, B**). At 1h 10min, human KCs treated with HoxLDL significantly decreased their phagocytic capacity by 60% when compared to unstimulated KCs. When compared to nLDL treatment, HoxLDL significantly decreased phagocytosis by 39% at 2h. The inhibition of phagocytosis by HoxLDL was maintained for the entire time course. In contrast, phagocytic capacities of unstimulated KCs and nLDL-stimulated KCs were comparable.

**Figure 4:**
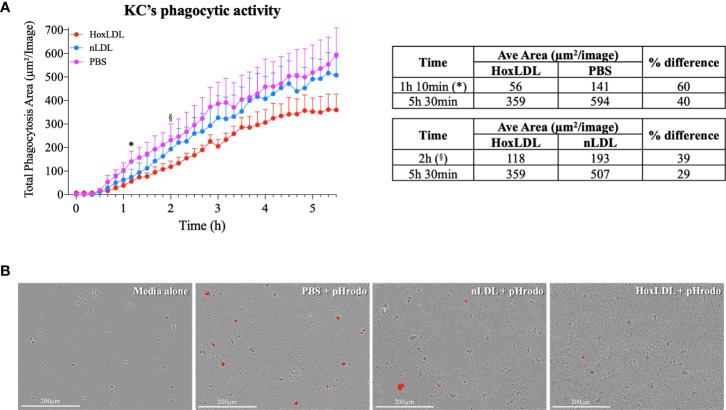
HoxLDL inhibits human Kupffer cells’ phagocytic activity. **(A)** HoxLDL exposure impairs KCs phagocytic activity starting at 1h 10min (*) statistically different from to unstimulated KCs-PBS, (§) statistically different from nLDL stimulated KCs *(n= 4)*. Two-way ANOVA test was used to detect statistical significance among time points. **(B)** Representative images from live-cell image assay, pHrodo red E-coli bioparticles^®^ become fluorescent inside the KCs’ lysosomes. Human KCs stimulated by HoxLDL image display less fluorescent-labeled cells, indicating phagocytic activity. Scale bar 200µm.

### HoxLDL-Stimulated Kupffer Cells Demonstrate Increased Neutrophil Recruitment and NETosis Induction

The secretion of cytokines and chemokines is another hallmark function of macrophages, which contributes to the recruitment and activation of other inflammatory cells. Considering that several chemokines produced by M4-like macrophages could recruit neutrophils (**Figures S4A, B**), we generated conditioned media from normal KCs incubated with PBS, nLDL, or HoxLDL for a live-cell image neutrophil chemotaxis assay. As shown in **Figure 5A**, conditioned media from HoxLDL-treated KCs (KC-Hox) recruited significantly more neutrophils than media from PBS- or nLDL-stimulated KCs (KC-PBS and KC-nLDL, respectively). The differences were significant at 8h, reaching a peak of migration at 12h. No significant difference was observed between KC-PBS and KC-nLDL recruitment.

**Figure 5:**
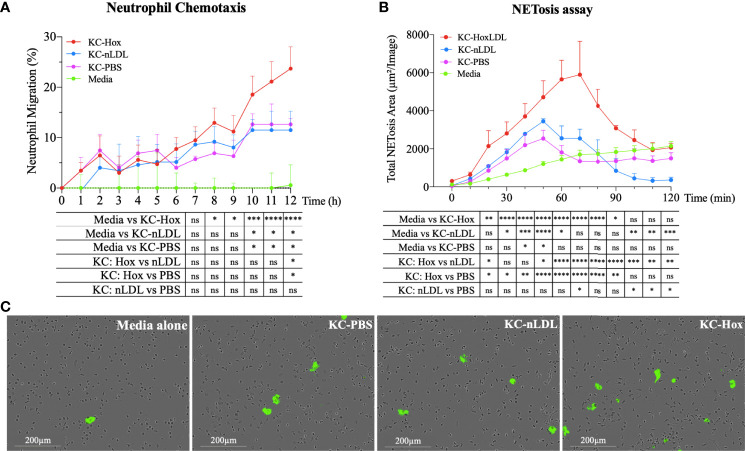
HoxLDL-derived M4 polarization enhances neutrophil recruitment and NETosis. **(A)** The live-cell imaging assay showed increased neutrophil recruitment after 8 hours in culture with HoxLDL-stimulated macrophages conditioned media (KC-Hox). Even though the conditioned media from nLDL-stimulated KCs (KC-nLDL) or unstimulated KCs (KC-PBS) alone also recruited neutrophils, HoxLDL has the strongest effect on neutrophils’ chemotaxis, achieving a migration peak at 12 hours *(n = 5)*. Two-way ANOVA test was used to detect statistical significance among time points, *p <0.05, **p <0.01, ***p <0.001, ****p <0.0001, ns, not significant. **(B)** KC-Hox conditioned media triggers NET formation, starting at 20 minutes and achieving a peak at 1h 10 minutes. KC-Hox’s NET induction was stronger than in conditioned media KC-PBS or KC-nLDL, lasting for almost 2 hours *(n=3)*. Two-way ANOVA test was used to detect statistical significance among time points, *p <0.05, **p <0.01, ***p <0.001, ****p <0.0001, ns, not significant. **(C)** representative images from NET induction assay. Cytotox green reagent^®^ was used to label expelled DNA: Unstimulated neutrophils (media alone), neutrophils incubated with KC-PBC, KC-nLDL, and KC-Hox at 1h 10min of the assay. Scale bar 200µm.

In addition to neutrophil recruitment, we also analyzed the influence of the conditioned media on neutrophil extracellular trap formation (NETosis), a process that collectively includes the disintegration of nuclear and granule membranes and externalization of molecules including [e.g., MPO, double-stranded (ds)DNA, histones] (14–18) leading to inflammation-mediated injury. For that purpose, fresh isolated human neutrophils were incubated with serum-free conditioned media obtained from KCs incubated with PBS, nLDL or HoxLDL. NET formation was detected with Incucyte^®^ Cytotox Green Dye (Essen Biosciences), which yield fluorescence upon binding to the deoxyribonucleic acid (DNA) extruded by the neutrophils. Apoptotic neutrophils were excluded by IncuCyte^®^ basic analyzer software. KC-Hox triggered NET formation at 20 minutes, achieving a maximum effect at 1h 10min, and lasting for almost 2 hours (**Figures 5B, C**). KC-PBS and KC-nLDL had comparable results and showed much lower NET formation induction.

Even though it is known that cholesterol crystals may affect the behavior of neutrophils (17), HoxLDL alone did not have any effect on neutrophil recruitment or NETosis initiation (**Figures S5A, B**).

## Discussion

This study provides novel insights into the multiple effects of oxLDL on macrophage responses and function, suggesting a new innate immune mechanism that may contribute to NASH progression (**Figure 6**). LDL is a notoriously unstable molecule, readily undergoing oxidation through non-enzymatic lipid peroxidation. The resulting neo-epitopes, termed “oxidation-specific-epitopes”, are endogenous “danger-associated molecular patterns” (DAMPs) that can be recognized by multiple innate pattern recognition receptors (30, 31). Prior work has identified the molecular mechanisms whereby oxLDL functions as an endogenous ligand that binds to CD36, triggering pathways necessary for inflammasome activation and IL-β secretion (11). Moreover, oxLDL’s slow clearance from lysosomes within macrophages may lead to cellular damage and inflammation (32, 33), and collective evidence points to unregulated uptake of oxLDL by Kupffer cells in NASH inflammation.

**Figure 6:**
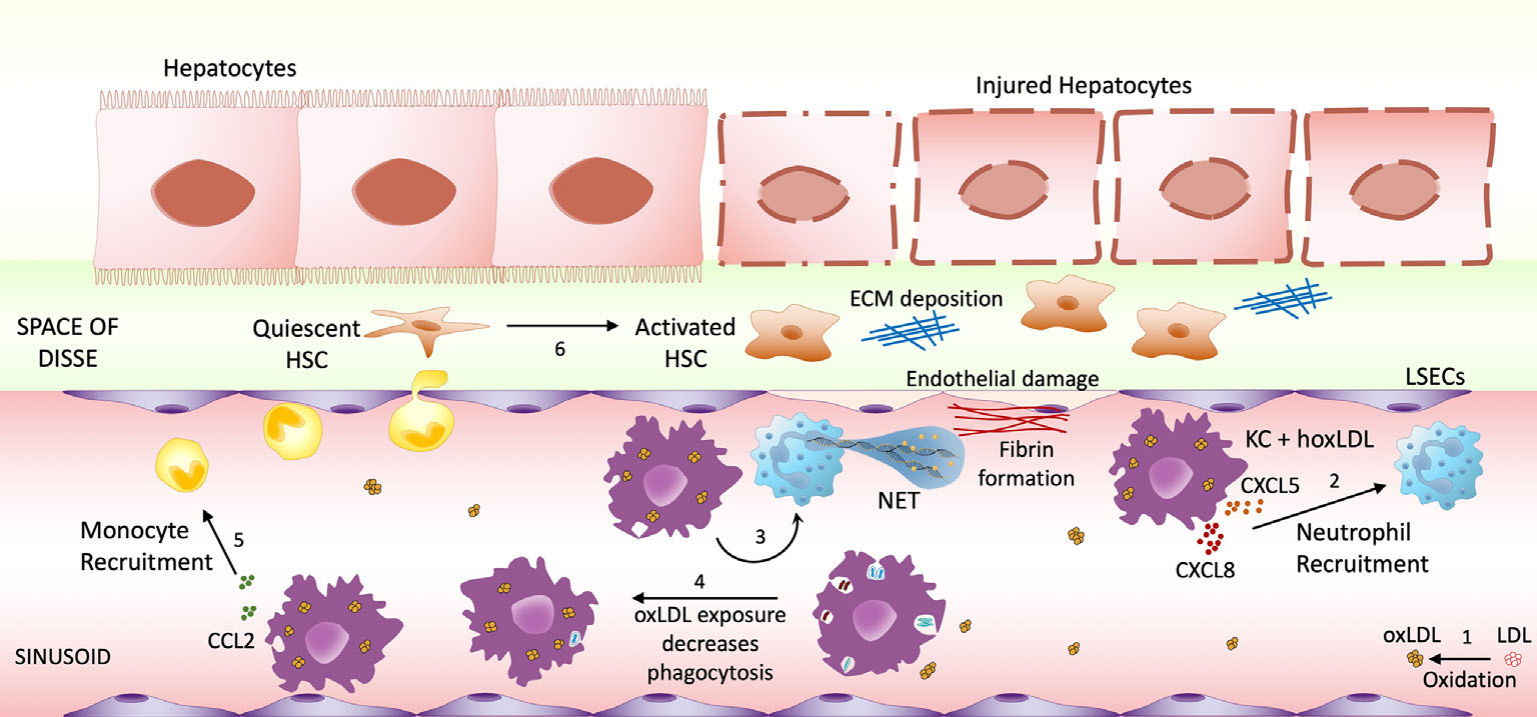
Highly oxidized LDL potential impact on NASH progression. (1) Low-density lipoprotein (LDL) can undergo oxidative modification. The increase of circulating oxLDL affects both infiltrating macrophages and sinusoid resident Kupffer cells. Once stimulated by LDL oxidized in high degrees, macrophages/KCs change their phenotype to M4-like proinflammatory phenotype, increasing the recruitment of neutrophils (2) and inducing NET formation (3), which will cause endothelial damage. M4 macrophages also decrease their phagocytic activity (4), possibly allowing the accumulation of endotoxin and microorganism. Another feature of these M4-like macrophages is the increased CCL2 production, possibly recruiting more monocytes to the inflammatory site (5). The combination of these events may contribute to Hepatic Stellate Cells (HSC) activation (6), resulting in hepatocyte injury and fibrosis progression.

In this regard, we recently demonstrated in a murine model of NASH that the serum levels of oxLDL were proportional to the amount of dietary cholesterol included in the high-fat diet, but not when combined with a low-fat diet (2). Additionally, Kaikkonen et al. showed that elevated levels of serum oxLDL increase the risk of fatty liver development in humans and that LDL with high oxidation scores had the strongest association with NAFLD (12). Another recent study demonstrated that oxLDL accumulates in the portal vein of patients with NAFLD and co-localizes with activated macrophages (34, 35), strengthening the connection between oxLDL, macrophages, and liver inflammation.

The current study aimed to evaluate how LDL with different oxidation levels could affect peripheral macrophages’ and Kupffer cells’ functionality. Here, we showed a direct correlation between the degree of LDL oxidation and a global modification of M2-like macrophage transcriptome. Macrophages exposed to native LDL showed the smallest changes (only 63 genes), while medium oxLDL showed a moderate influence on the cell gene expression (214 genes). Highly oxLDL treatment had the highest impact, with a 32-fold increase in the number of genes differentially expressed when compared to the untreated cells. In addition, it was the only LDL that significantly triggered biological processes that prevent cholesterol storage, foam cell formation, and apoptosis. Our findings extend prior results demonstrating that stimulation of macrophages with oxidized (relative to native) LDL results in increased transcription of pro-inflammatory cytokines and chemokines in murine macrophages (36). In contrast to one report that derived macrophages using M-CSF and IL-10 (36), we found significant effects on cholesterol metabolism processes (i.e., cholesterol efflux, negative regulation of foam cell differentiation, and negative regulation of cholesterol storage). Our results suggest the possibility of adaptive responses within macrophages exposed to HoxLDL to attenuate the detrimental effects of foam cell formation (**Figure 2**). The discrepancy in results may be related to *in vitro* differences in cell culture, including macrophage derivation.

The traditional view that hepatic macrophages in NASH are predominantly pro-inflammatory (so-called M1) and contribute to disease by the production of cytokines such as IL-1α/β, TNFα, IL-6, and CCL2 (37) and recruitment of pro-inflammatory monocytes has been expanded to incorporate a role for tissue reparative macrophages (so-called M2) (38) associated with fibrosis development. Further underscoring the remarkable plasticity of macrophages, more recent data has identified M4-polarized macrophages, which are chemokine-induced, in other inflammatory diseases and atherosclerosis (6, 7, 27); however, no study has previously characterized M4 macrophages in the context of NAFLD. Our culture conditions generated M2-like macrophages (to mimic resting Kupffer cells) which were then stimulated with HoxLDL; the global transcriptional analyses identified key M4 biomarker genes CCR5, CXCL8, CCL2, IL1RN, CD14, CD163, HMOX1, MRC1, and IL10 that correlated with a public dataset defining M4 macrophages differentiated by CXCL4/CXCL4L1. Of interest, CXCL4 is known to be increased at the mRNA and serum levels in patients with NASH-related fibrosis and its genetic absence decreased infiltration of neutrophils in a murine model of liver injury (39), however, no CXCL4 expression was found in the stimulated macrophages in this study.

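The CXCL4 gene, PF4, and its close copy PF4V1, which encodes CXCL4L1, had no count in any of the 20 libraries of M2-like macrophages. Over the 5 libraries of a group, 3 counts correspond to up to 0.366 CPM, so a level under that limit was not detectable at this depth. Both genes are among 8 listed markers of platelets, none of which passed the filter on low counts.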

By treating normal human Kupffer cells with HoxLDL we were able to detect similar changes observed in the M2-like macrophages, with remarkable inhibition of IL10, MRC1, and CD163, but continuous high expression of CXCL8, suggesting these cells also acquire M4-like features when exposed to HoxLDL. Functionally, HoxLDL-differentiated KCs also resemble M4 macrophages, as their phagocytic capacity is suppressed when compared to resting KCs. Phagocytosis is an essential feature of KCs, which guarantees protection against the egress of endotoxin from the portal to the systemic circulation (40). Importantly, super-paramagnetic iron oxide (SPIO) magnetic resonance imaging studies have shown KC phagocytic dysfunction in NAFLD patients and NASH mice models (41, 42). KCs’ defective phagocytic function appears at the early stages of NAFLD, worsening with the progression from NAFLD to NASH, and it seems to be reversible after pioglitazone treatment, a drug that decreases LDL cholesterol levels (43, 44). Furthermore, another functional change observed in KCs treated with HoxLDL was the increase of neutrophil recruitment and boosting NET formation. It has been shown that the early stages of hepatic steatosis are characterized by intense recruitment of neutrophils that undergo NETosis, aggravating liver inflammation, and contributing to the progression of NASH, as well as hepatocellular carcinoma (45, 46).

In summary, our findings suggest that peripheral macrophages and Kupffer cells exposed to HoxLDL shift to M4-like phenotype and acquire new functions that may impact NAFLD progression. Taken together, these results contribute to better understand the innate immunity participation as well as the potential cholesterol contribution to NASH pathogenesis.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Ethics Statement

The studies involving human participants were reviewed and approved by University of Southern California. The patients/participants provided their written informed consent to participate in this study.

## Author Contributions

AM-M, LG-M, MK, and HR contributed to the conception and design of the study. AM-M executed the experiments and performed the statistical analysis. MS executed the bioinformatics and biostatistical analyses with the RNASeq data. AM-M, LG-M, and HR wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was primarily supported by the National Institutes of Health grant numbers DK117004 and DK048522 (HR), and DK106491 (LG-M). MK was supported by the Intramural Research Program at NIAMS.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Cholesterol-Induced M4-Like Macrophages Recruit Neutrophils and Induce NETosis
**Source:** Front Immunol. 2021 May 3;12:671073. doi: 10.3389/fimmu.2021.671073
**Supplement:** Supplementary file 1

Cholesterol-induced M4-like Macrophages recruit Neutrophils and induce NETosis.

Ana C. Maretti-Mira, Lucy Golden-Mason, Matthew P. Salomon, Mariana J. Kaplan, Hugo R. Rosen

**Contents List:**

Table S1

Table S2

Table S3

Figure S1

Figure S2

Figure S3

Figure S4

Figure S5

**Table S1.** Top 40 genes modulated by native LDL stimulation

| **Gene ID** | **symbol** | **log2FoldChange** | **pvalue** | **padj** |
| --- | --- | --- | --- | --- |
| ENSG00000127328 | RAB3IP | 1.57 | 4.9E-04 | 2.6E-02 |
| ENSG00000168874 | ATOH8 | 1.45 | 1.5E-03 | 7.0E-02 |
| ENSG00000132122 | SPATA6 | 1.44 | 1.6E-03 | 7.5E-02 |
| ENSG00000254681 | PKD1P5 | 1.43 | 1.2E-03 | 6.0E-02 |
| ENSG00000170921 | TANC2 | 1.42 | 1.7E-05 | 4.2E-03 |
| ENSG00000113494 | PRLR | 1.41 | 1.7E-03 | 7.6E-02 |
| ENSG00000172296 | SPTLC3 | 1.39 | 1.9E-03 | 8.7E-02 |
| ENSG00000136861 | CDK5RAP2 | 1.37 | 2.6E-06 | 1.2E-03 |
| ENSG00000189164 | ZNF527 | 1.31 | 2.5E-04 | 1.5E-02 |
| ENSG00000092871 | RFFL | 1.26 | 3.1E-06 | 1.3E-03 |
| ENSG00000123908 | AGO2 | 1.26 | 4.1E-07 | 3.1E-04 |
| ENSG00000140443 | IGF1R | 1.24 | 1.4E-04 | 1.0E-02 |
| ENSG00000162490 | DRAXIN | 1.23 | 4.4E-04 | 2.4E-02 |
| ENSG00000164574 | GALNT10 | 1.22 | 5.3E-05 | 7.9E-03 |
| ENSG00000137801 | THBS1 | 1.20 | 1.9E-03 | 8.4E-02 |
| ENSG00000165322 | ARHGAP12 | 1.16 | 5.5E-04 | 2.9E-02 |
| ENSG00000141219 | C17orf80 | 1.15 | 2.0E-03 | 9.0E-02 |
| ENSG00000101343 | CRNKL1 | 1.13 | 4.7E-04 | 2.5E-02 |
| ENSG00000174106 | LEMD3 | 1.13 | 2.7E-04 | 1.6E-02 |
| ENSG00000186260 | MRTFB | 1.10 | 1.1E-03 | 5.5E-02 |
| ENSG00000132305 | IMMT | -0.64 | 2.2E-03 | 9.8E-02 |
| ENSG00000171824 | EXOSC10 | -0.65 | 1.7E-03 | 7.7E-02 |
| ENSG00000132912 | DCTN4 | -0.71 | 7.1E-04 | 3.6E-02 |
| ENSG00000002549 | LAP3 | -0.73 | 1.8E-03 | 8.2E-02 |
| ENSG00000163171 | CDC42EP3 | -0.90 | 6.9E-04 | 3.5E-02 |
| ENSG00000175482 | POLD4 | -0.93 | 2.2E-03 | 9.6E-02 |
| ENSG00000106086 | PLEKHA8 | -0.95 | 1.6E-03 | 7.5E-02 |
| ENSG00000160194 | NDUFV3 | -1.06 | 2.0E-03 | 8.9E-02 |
| ENSG00000100023 | PPIL2 | -1.20 | 2.2E-03 | 9.8E-02 |
| ENSG00000171109 | MFN1 | -1.22 | 1.3E-04 | 9.7E-03 |
| ENSG00000183718 | TRIM52 | -1.27 | 2.1E-03 | 9.5E-02 |
| ENSG00000114737 | CISH | -1.28 | 2.1E-03 | 9.4E-02 |
| ENSG00000286070 | GGT1 | -1.29 | 8.6E-04 | 4.3E-02 |
| ENSG00000152457 | DCLRE1C | -1.30 | 4.7E-04 | 2.5E-02 |
| ENSG00000054219 | LY75 | -1.33 | 3.5E-04 | 2.0E-02 |
| ENSG00000161551 | ZNF577 | -1.44 | 8.1E-04 | 4.1E-02 |
| ENSG00000136895 | GARNL3 | -1.44 | 1.3E-03 | 6.0E-02 |
| ENSG00000178295 | GEN1 | -1.45 | 1.7E-03 | 7.7E-02 |
| ENSG00000083807 | SLC27A5 | -1.50 | 4.6E-04 | 2.5E-02 |
| ENSG00000168273 | SMIM4 | -1.63 | 1.2E-03 | 5.7E-02 |

**Table S2.** Top 40 genes modulated by MoxLDL stimulation

| **Gene ID** | **symbol** | **log2FoldChange** | **pvalue** | **padj** |
| --- | --- | --- | --- | --- |
| ENSG00000151012 | SLC7A11 | 1.92 | 1.8E-30 | 2.4E-26 |
| ENSG00000196139 | AKR1C3 | 1.84 | 3.4E-05 | 4.0E-03 |
| ENSG00000099194 | SCD | 1.82 | 8.6E-75 | 2.3E-70 |
| ENSG00000137261 | KIAA0319 | 1.82 | 1.9E-05 | 3.1E-03 |
| ENSG00000075223 | SEMA3C | 1.75 | 1.0E-10 | 2.4E-07 |
| ENSG00000147852 | VLDLR | 1.65 | 8.4E-04 | 3.2E-02 |
| ENSG00000197321 | SVIL | 1.57 | 8.7E-05 | 5.7E-03 |
| ENSG00000160179 | ABCG1 | 1.55 | 3.8E-09 | 5.0E-06 |
| ENSG00000029993 | HMGB3 | 1.50 | 1.3E-04 | 7.7E-03 |
| ENSG00000248323 | LUCAT1 | 1.47 | 2.3E-06 | 7.4E-04 |
| ENSG00000143217 | NECTIN4 | 1.46 | 2.6E-04 | 1.2E-02 |
| ENSG00000173706 | HEG1 | 1.44 | 4.8E-09 | 6.1E-06 |
| ENSG00000112902 | SEMA5A | 1.43 | 4.4E-04 | 1.9E-02 |
| ENSG00000152818 | UTRN | 1.41 | 2.4E-07 | 1.2E-04 |
| ENSG00000131437 | KIF3A | 1.41 | 1.7E-04 | 8.7E-03 |
| ENSG00000115657 | ABCB6 | 1.41 | 1.0E-03 | 3.9E-02 |
| ENSG00000147872 | PLIN2 | 1.38 | 4.9E-16 | 2.6E-12 |
| ENSG00000130396 | AFDN | 1.37 | 1.9E-03 | 6.5E-02 |
| ENSG00000182704 | TSKU | 1.35 | 9.1E-04 | 3.4E-02 |
| ENSG00000108641 | B9D1 | 1.33 | 1.4E-03 | 5.0E-02 |
| ENSG00000163606 | CD200R1 | -1.27 | 7.9E-04 | 3.1E-02 |
| ENSG00000167914 | GSDMA | -1.27 | 5.4E-04 | 2.2E-02 |
| ENSG00000104549 | SQLE | -1.28 | 3.0E-03 | 9.4E-02 |
| ENSG00000132514 | CLEC10A | -1.28 | 2.3E-03 | 7.4E-02 |
| ENSG00000198794 | SCAMP5 | -1.29 | 1.8E-03 | 6.1E-02 |
| ENSG00000128039 | SRD5A3 | -1.31 | 9.1E-06 | 1.9E-03 |
| ENSG00000178852 | EFCAB13 | -1.37 | 1.9E-03 | 6.5E-02 |
| ENSG00000100023 | PPIL2 | -1.37 | 5.3E-04 | 2.2E-02 |
| ENSG00000152457 | DCLRE1C | -1.37 | 2.4E-04 | 1.2E-02 |
| ENSG00000175857 | GAPT | -1.39 | 3.0E-03 | 9.4E-02 |
| ENSG00000254703 | SENCR | -1.44 | 2.3E-03 | 7.4E-02 |
| ENSG00000072858 | SIDT1 | -1.46 | 1.5E-04 | 8.5E-03 |
| ENSG00000120738 | EGR1 | -1.47 | 1.3E-04 | 7.7E-03 |
| ENSG00000128394 | APOBEC3F | -1.48 | 1.3E-03 | 4.7E-02 |
| ENSG00000104921 | FCER2 | -1.48 | 1.2E-03 | 4.3E-02 |
| ENSG00000254860 | TMEM9B-AS1 | -1.53 | 4.2E-04 | 1.8E-02 |
| ENSG00000171241 | SHCBP1 | -1.64 | 6.3E-04 | 2.6E-02 |
| ENSG00000155659 | VSIG4 | -1.66 | 1.1E-21 | 9.3E-18 |
| ENSG00000124491 | F13A1 | -2.00 | 1.0E-19 | 6.8E-16 |
| ENSG00000186205 | MARC1 | -2.08 | 1.0E-04 | 6.4E-03 |

**Table S3.** Top 40 genes modulated by HoxLDL stimulation

| **Gene ID** | **symbol** | **log2FoldChange** | **pvalue** | **padj** |
| --- | --- | --- | --- | --- |
| ENSG00000172548 | NIPAL4 | 4.83 | 1.1E-26 | 4.1E-24 |
| ENSG00000169429 | CXCL8 | 4.09 | 6.2E-19 | 1.2E-16 |
| ENSG00000105976 | MET | 3.97 | 1.8E-13 | 2.1E-11 |
| ENSG00000151012 | SLC7A11 | 3.63 | 1.7E-108 | 2.0E-104 |
| ENSG00000092621 | PHGDH | 3.12 | 1.7E-07 | 7.5E-06 |
| ENSG00000137261 | KIAA0319 | 3.09 | 1.5E-11 | 1.4E-09 |
| ENSG00000162433 | AK4 | 3.00 | 3.6E-14 | 4.7E-12 |
| ENSG00000099194 | SCD | 2.94 | 1.4E-195 | 3.4E-191 |
| ENSG00000137193 | PIM1 | 2.94 | 1.8E-28 | 7.3E-26 |
| ENSG00000196139 | AKR1C3 | 2.88 | 3.9E-08 | 2.0E-06 |
| ENSG00000075223 | SEMA3C | 2.70 | 3.7E-24 | 1.2E-21 |
| ENSG00000143479 | DYRK3 | 2.67 | 6.3E-12 | 6.2E-10 |
| ENSG00000135253 | KCP | 2.62 | 3.1E-13 | 3.5E-11 |
| ENSG00000107130 | NCS1 | 2.60 | 8.2E-15 | 1.2E-12 |
| ENSG00000162407 | PLPP3 | 2.53 | 8.8E-30 | 4.1E-27 |
| ENSG00000008394 | MGST1 | 2.52 | 1.5E-10 | 1.1E-08 |
| ENSG00000115306 | SPTBN1 | 2.49 | 1.4E-28 | 5.9E-26 |
| ENSG00000129116 | PALLD | 2.48 | 9.8E-13 | 1.1E-10 |
| ENSG00000154511 | DIPK1A | 2.47 | 8.7E-09 | 4.9E-07 |
| ENSG00000106853 | PTGR1 | 2.46 | 9.3E-21 | 2.3E-18 |
| ENSG00000174600 | CMKLR1 | -2.94 | 2.0E-39 | 1.5E-36 |
| ENSG00000113532 | ST8SIA4 | -2.98 | 2.9E-31 | 1.5E-28 |
| ENSG00000133561 | GIMAP6 | -3.00 | 4.1E-10 | 3.0E-08 |
| ENSG00000170271 | FAXDC2 | -3.02 | 2.0E-15 | 3.0E-13 |
| ENSG00000105609 | LILRB5 | -3.08 | 6.5E-43 | 7.4E-40 |
| ENSG00000132514 | CLEC10A | -3.08 | 1.2E-10 | 9.3E-09 |
| ENSG00000171659 | GPR34 | -3.10 | 5.5E-27 | 2.1E-24 |
| ENSG00000179583 | CIITA | -3.15 | 3.0E-31 | 1.5E-28 |
| ENSG00000125810 | CD93 | -3.28 | 3.0E-39 | 2.3E-36 |
| ENSG00000019991 | HGF | -3.36 | 3.4E-39 | 2.5E-36 |
| ENSG00000178562 | CD28 | -3.38 | 1.4E-23 | 4.4E-21 |
| ENSG00000182162 | P2RY8 | -3.47 | 1.1E-26 | 4.0E-24 |
| ENSG00000167914 | GSDMA | -3.60 | 3.4E-17 | 5.9E-15 |
| ENSG00000150681 | RGS18 | -3.77 | 3.4E-12 | 3.5E-10 |
| ENSG00000110077 | MS4A6A | -3.94 | 5.7E-68 | 2.3E-64 |
| ENSG00000282608 | ADORA3 | -3.98 | 9.3E-21 | 2.3E-18 |
| ENSG00000138449 | SLC40A1 | -4.03 | 2.0E-67 | 6.2E-64 |
| ENSG00000017427 | IGF1 | -4.04 | 1.8E-29 | 8.2E-27 |
| ENSG00000196664 | TLR7 | -4.17 | 1.4E-33 | 8.2E-31 |
| ENSG00000124491 | F13A1 | -5.10 | 2.0E-94 | 1.6E-90 |

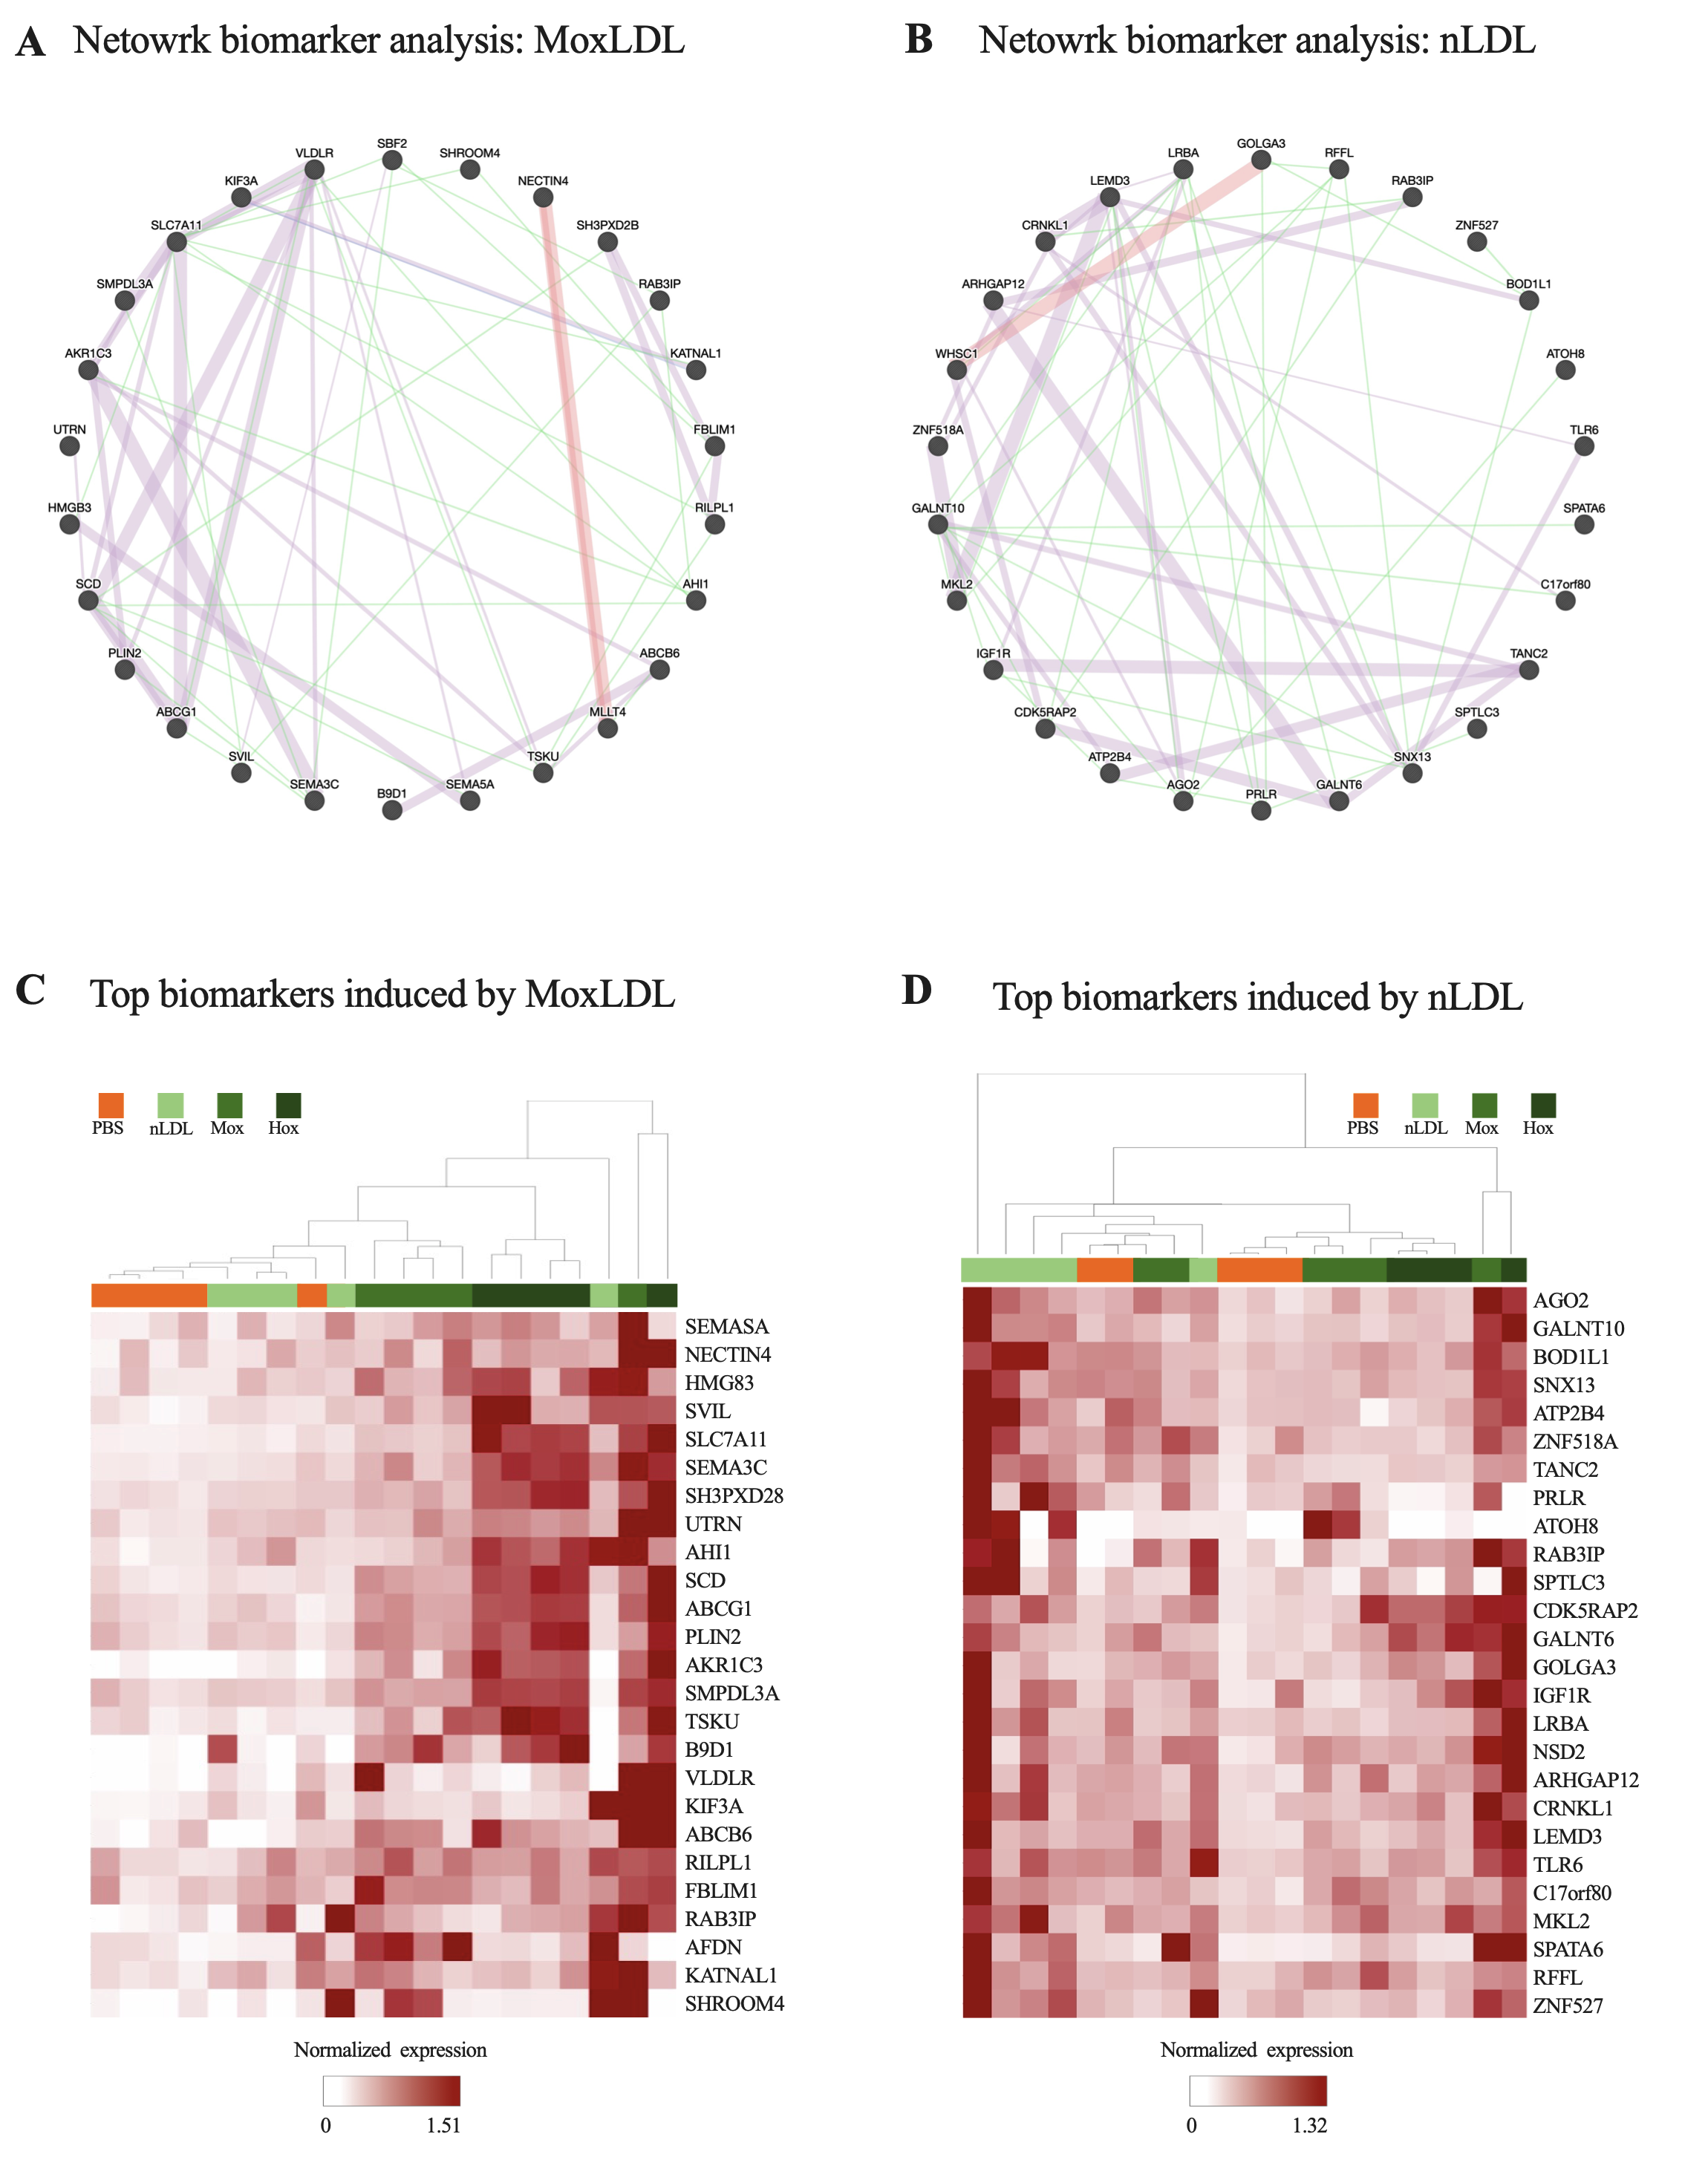

**Figure S1.** Search for biomarkers induced by MoxLDL and nLDL. Using the top 40 genes upregulated in the respective IPA biomarker lists, GeneMANIA elected 25 genes for MoxLDL-stimulated samples (A), and 26 genes for nLDL-treated cells (B). Even though all the genes showed a strong network connection, they were not able to group the samples according to the stimuli (C-D).

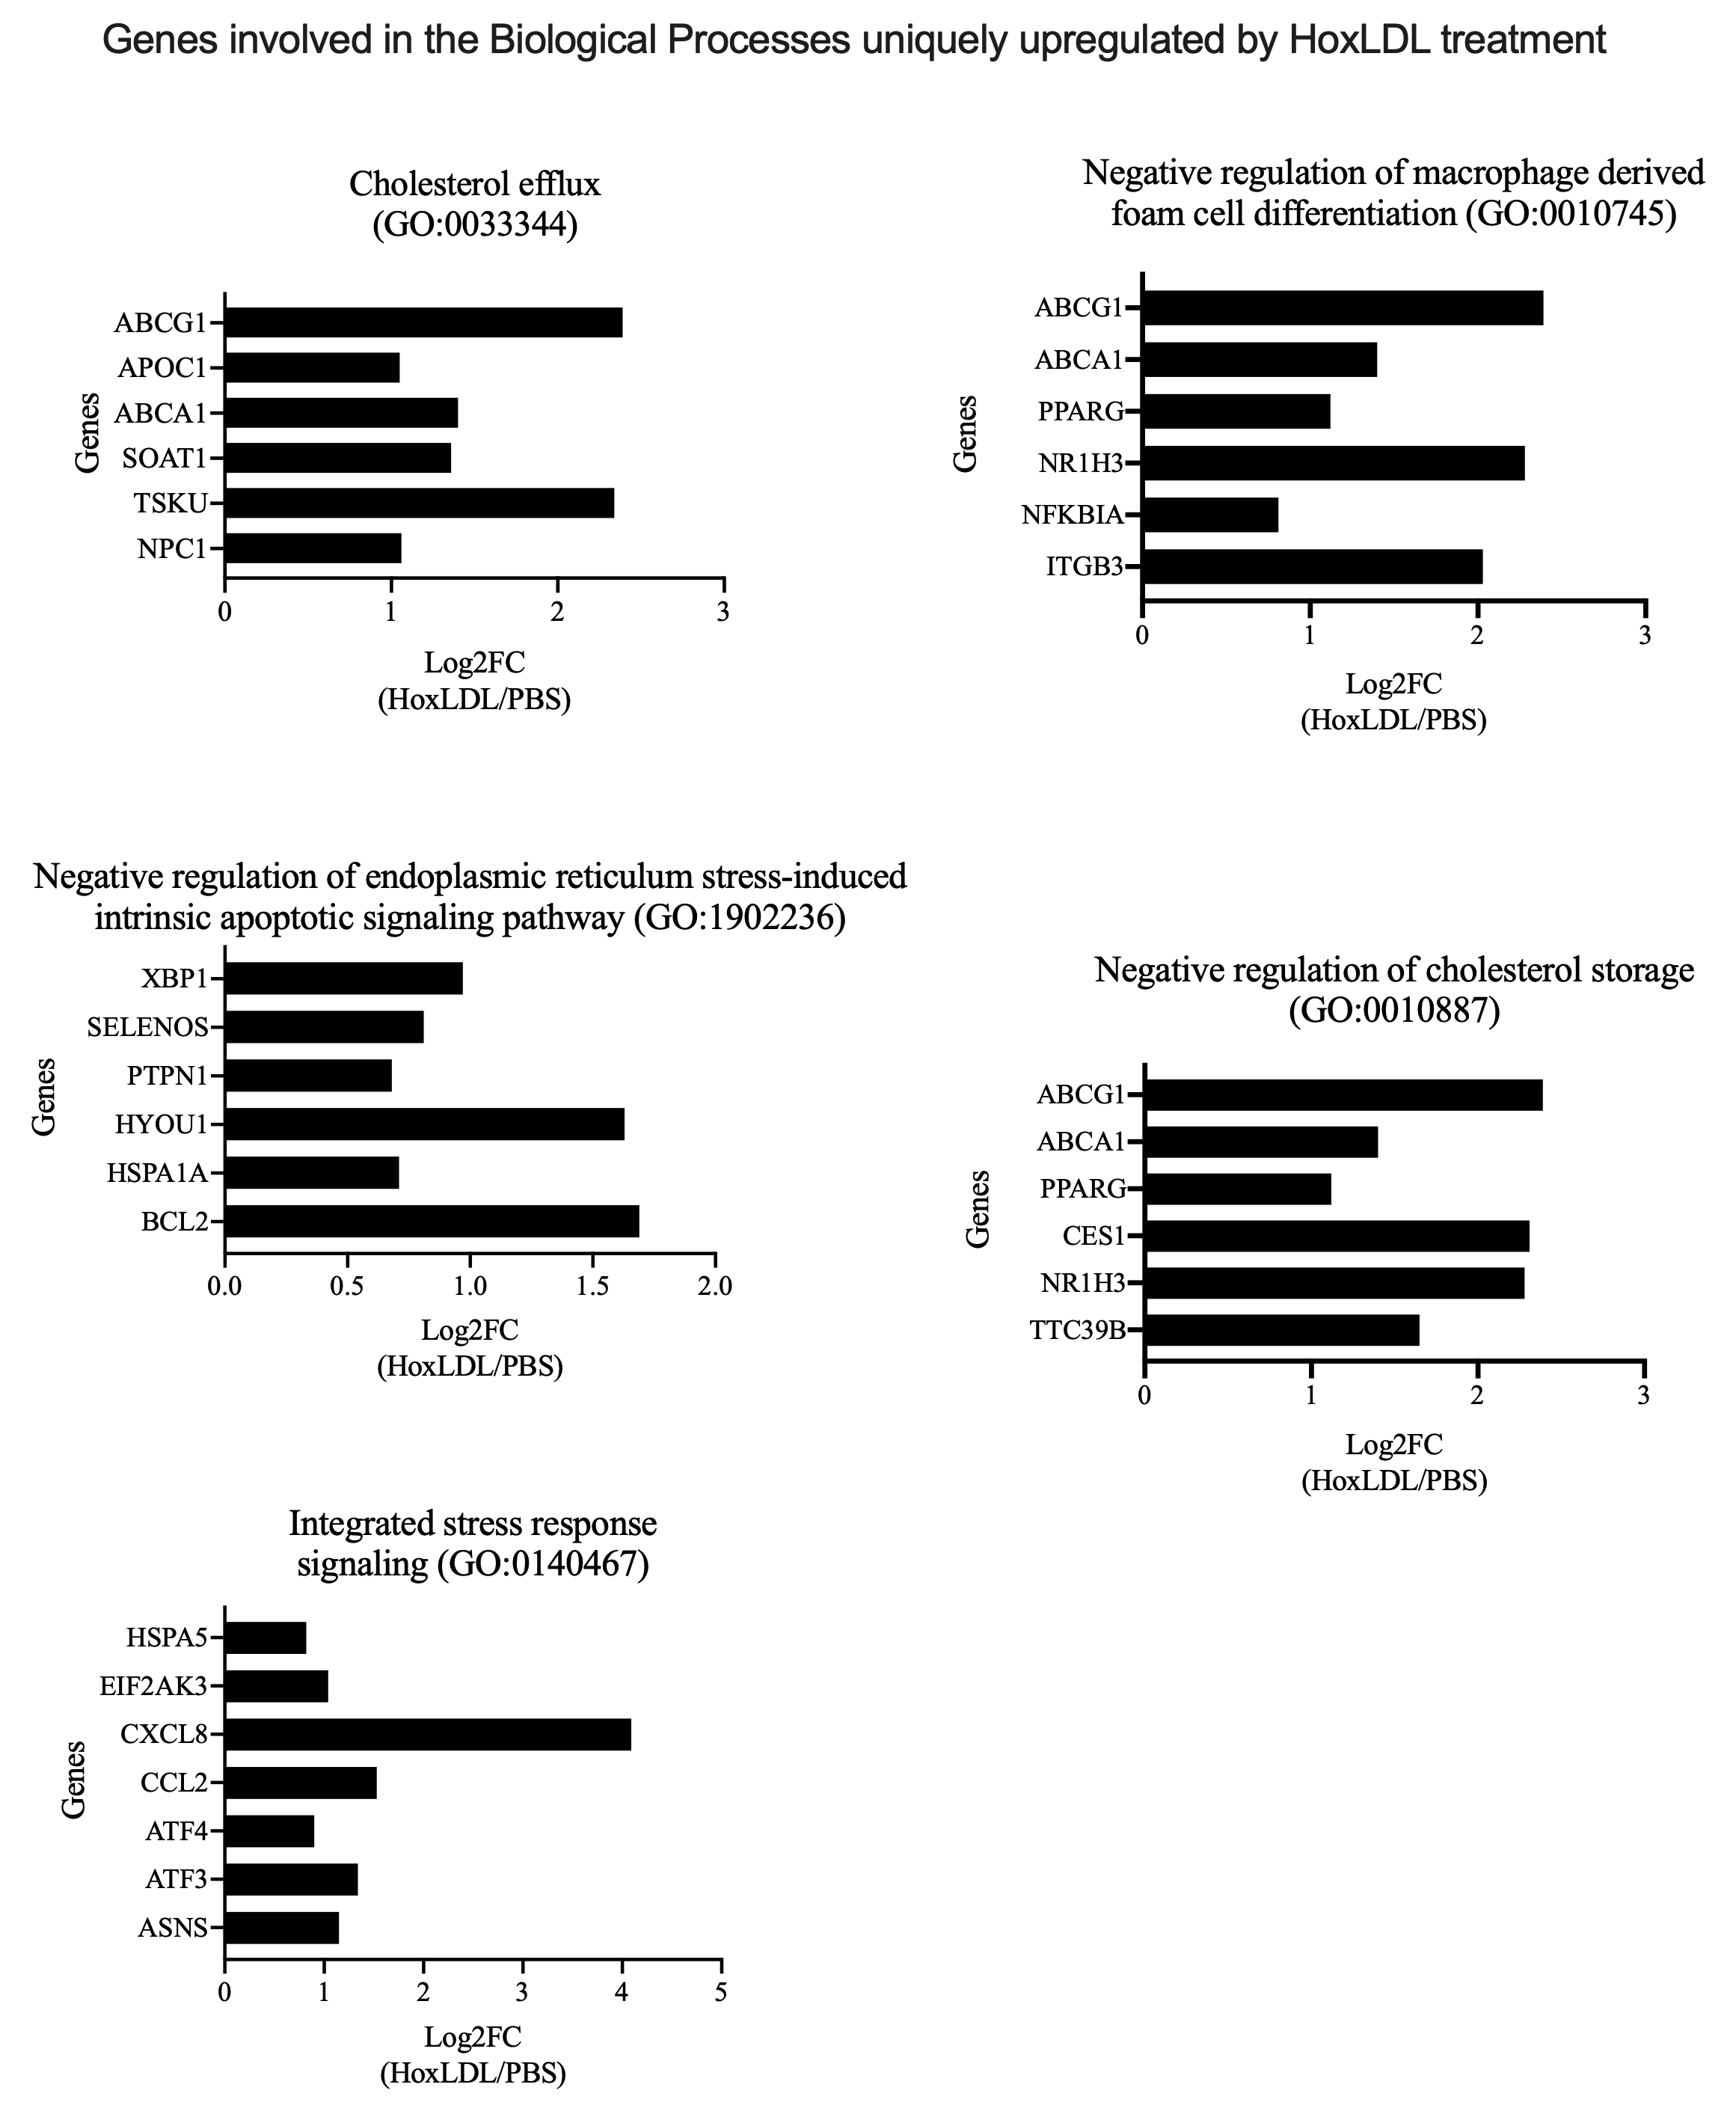

**Figure S2.** Gene sets of the main biological processed uniquely upregulated by HoxLDL. Using Gene Ontology platform, five significant biological processes were upregulated in M2-like macrophages stimulated by HoxLDL when compared to controls (PBS). The graphs show the modulation of the genes involved in these processes.

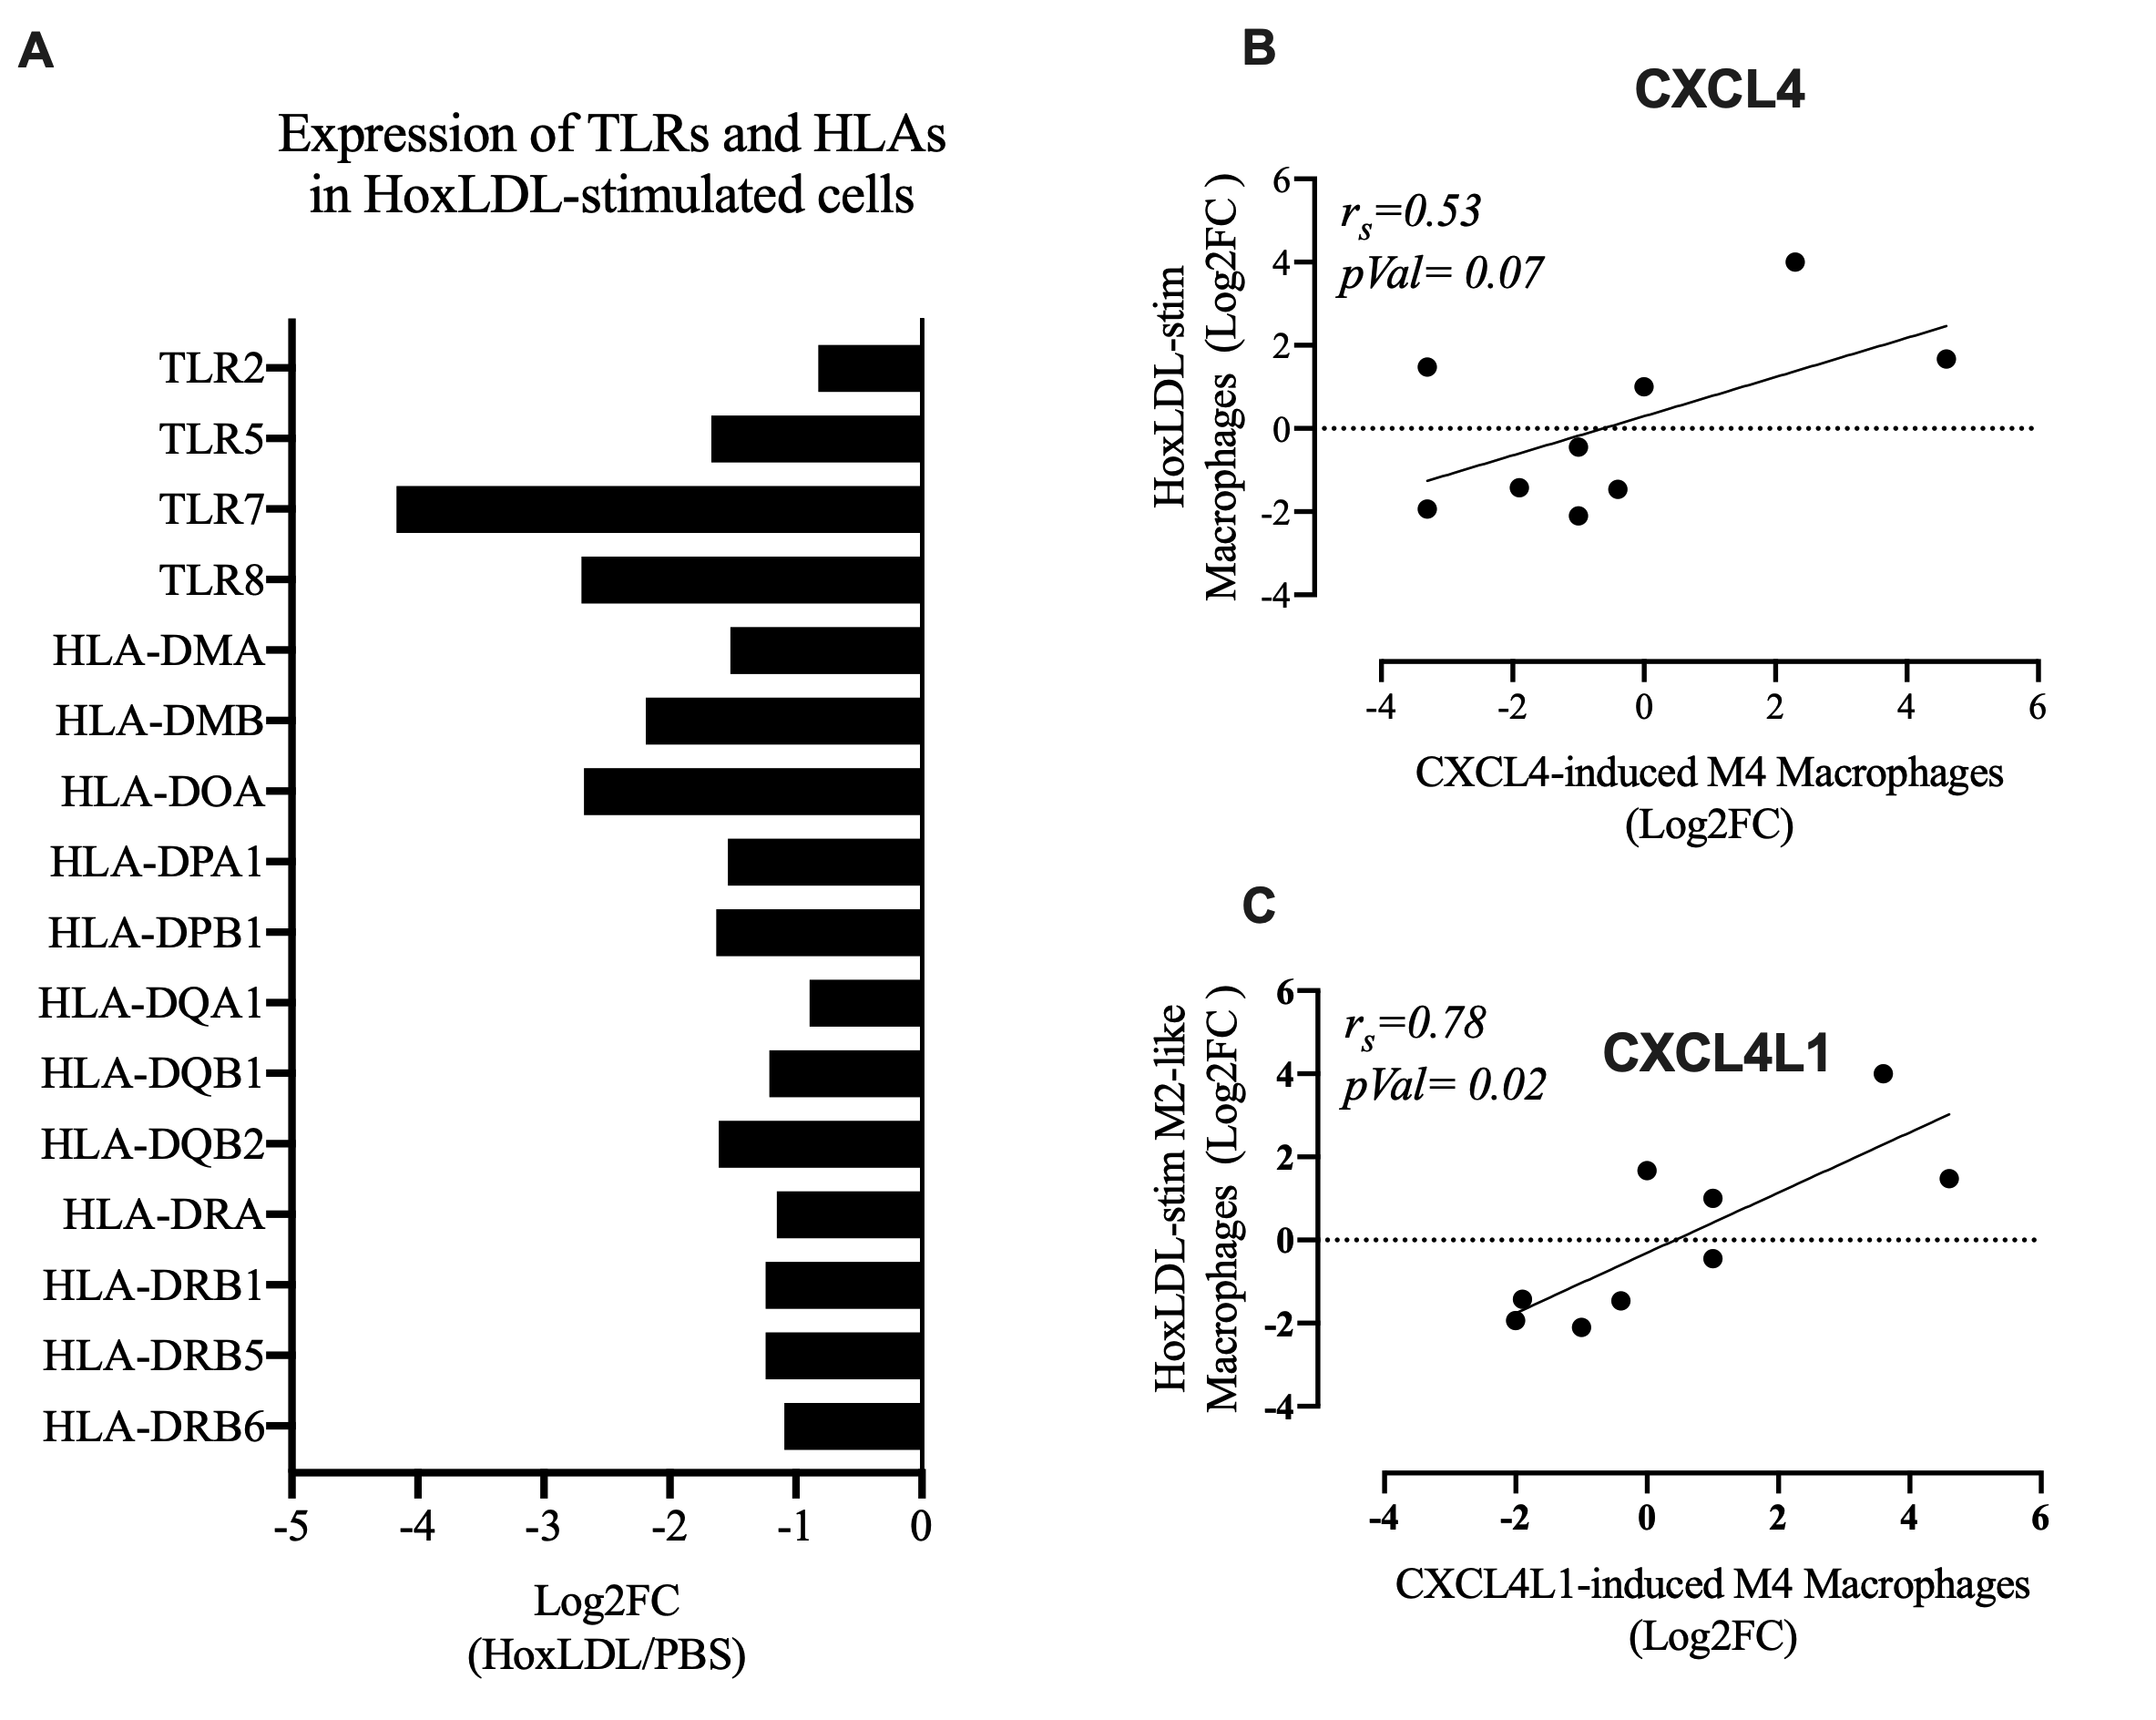

**Figure S3.** HoxLDL effects on M2-like macrophages are comparable to the M4 polarization induced by CXCL4 and CXCL4L1. **A**. Several TLR and HLA genes are downregulated in HoxLDL-stimulated M2-like macrophages, corroborating with the observation by other authors that M4 macrophages display low HLA-DR expression. **B** and **C** show the Spearman correlation plots comparing the expression of the keys M4 biomarker genes CCR5, CXCL8, CCL2, IL1RN, CD14, CD163, HMOX1, MRC1, and IL10. The comparisons were done using HoxLDL-stimulated cells and the published dataset from M4 macrophages differentiated by CXCL4 (B) or CXCL4L1 (C).

**
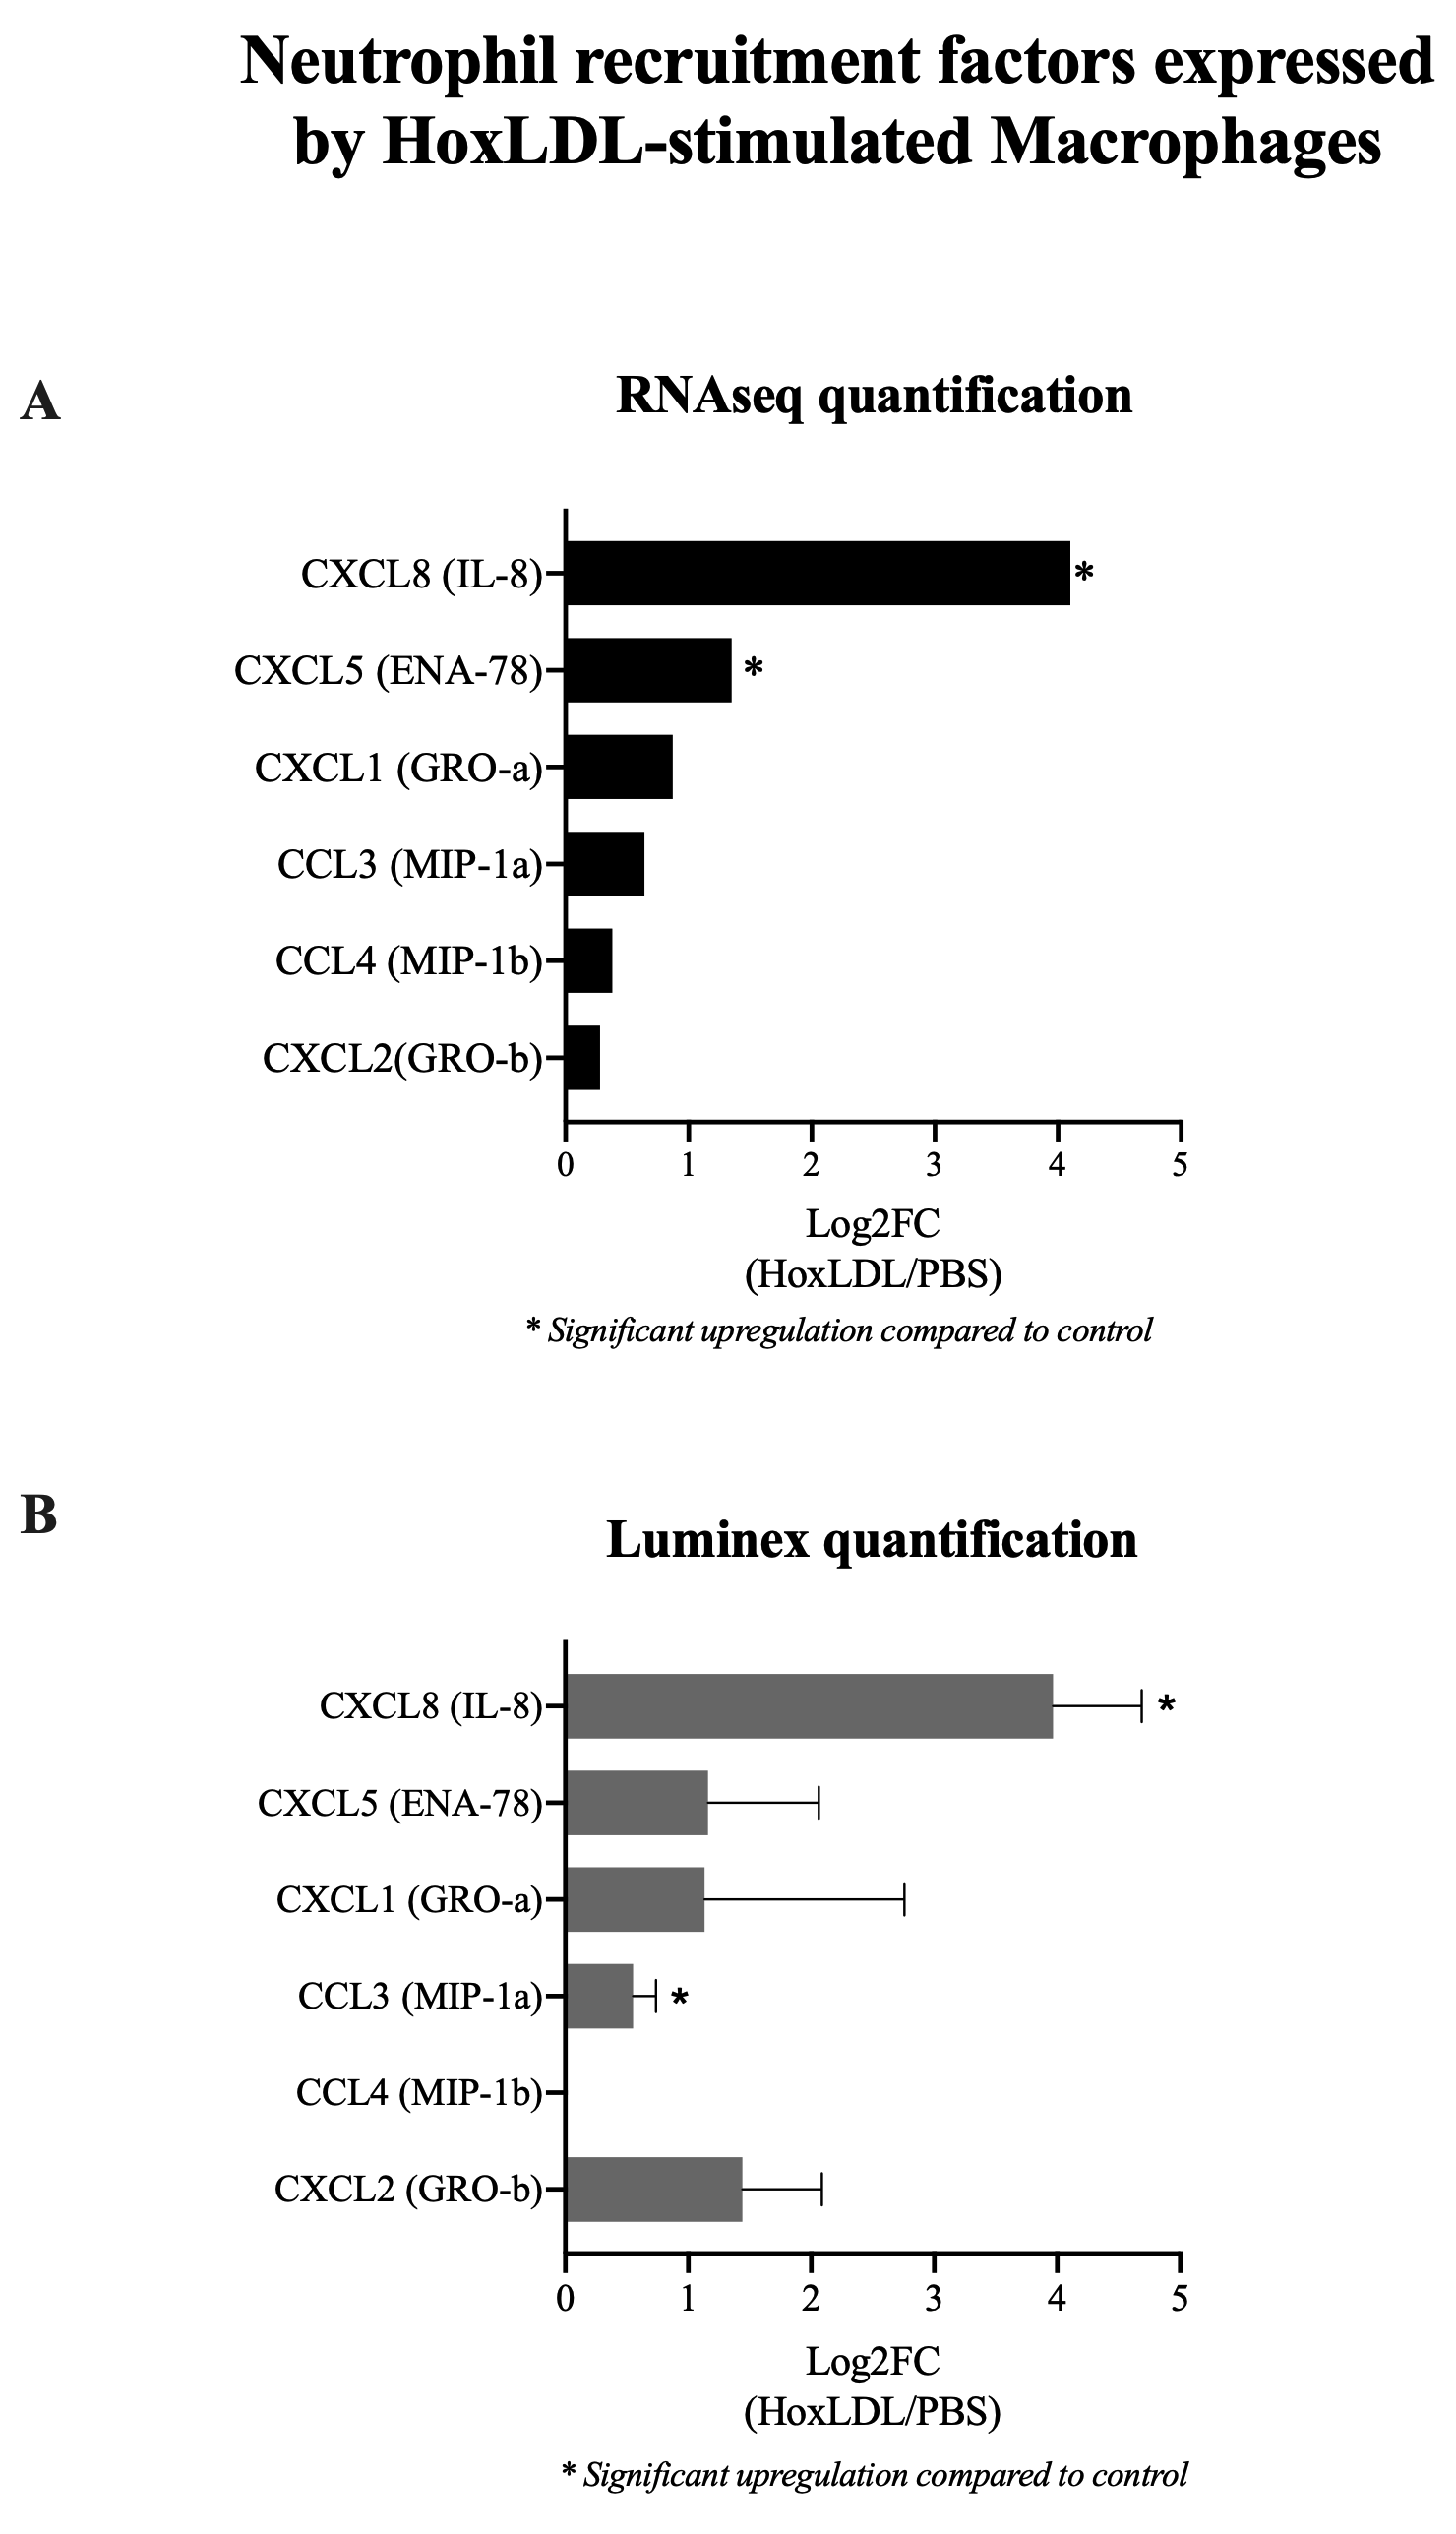
**

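In HoxLDL-stimulated macrophages CXCL8 was the only one of the 8 tested genes of neutrophil attraction that rose past both thresholds, and CXCL5 rose past both when genes with fewer counts were tested. Of these genes 2 fell (the same when adjusted over the list alone). CXCL5 had 8 counts in the PBS and 60 in the HoxLDL libraries, 8.04-fold higher (95% counting interval 3.83 to 19.5), and was under the filter on low counts. When tested with all genes of at least 10 counts, CXCL5 had a log2 fold change of 3.33 (adjusted p = 0.00438 from edgeR). CXCL1 had 8 and 17 counts and was also under the filter. CXCL2 was at 9.13 ± 2.28 CPM with PBS and 12.2 ± 6.91 CPM with HoxLDL (log2 fold change 0.33, adjusted p = 0.535), CCL3 at 29.7 ± 11.4 and 44.0 ± 33.1 CPM (log2 fold change 0.49, adjusted p = 0.314) and CCL4 at 6.97 ± 4.84 and 12.0 ± 15.9 CPM (log2 fold change 0.55, adjusted p = 0.605). Reads of CCL3 and CCL4 may be shared with their near-identical copies. The genes that fell were ALOX5, the enzyme that starts leukotriene synthesis (log2 fold change -3.35, standard error 0.35, adjusted p = 1.85e-08), and LTB4R, a leukotriene B4 receptor (log2 fold change -1.72, adjusted p = 0.0184), whose call was lost without replicate 2. The list did not pass the camera test (adjusted p = 0.655), while both tested genes of monocyte attraction, CCL2 and CSF1, rose (adjusted p = 0.0224, 0.116 with an estimated correlation and 0.0914 with the donor left out of the model). CSF1, a growth factor of macrophages, was at 62.5 ± 69.8 CPM with PBS and 148 ± 65.2 CPM with HoxLDL (log2 fold change 1.75, standard error 0.37, adjusted p = 0.000573), a call that was lost with the donor left out of the model.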

**Figure S4.** M4-like macrophages resulting from HoxLDL stimulation express several neutrophil chemoattractants. **(A)** According to RNAseq results, the chemokines with significant upregulation are CXCL8 (IL8) and CXCL5 (ENA-78). Data are presented in mean. Significance was determined by *DESeq2*. **(B)** Protein expression was evaluated at supernatants using Luminex technology. CXCL8 is the chemokine detected with the highest level (n= 5). Data are presented in mean (+) SEM, and significance tested using Paired T test (two-tailed), * p < 0.05.

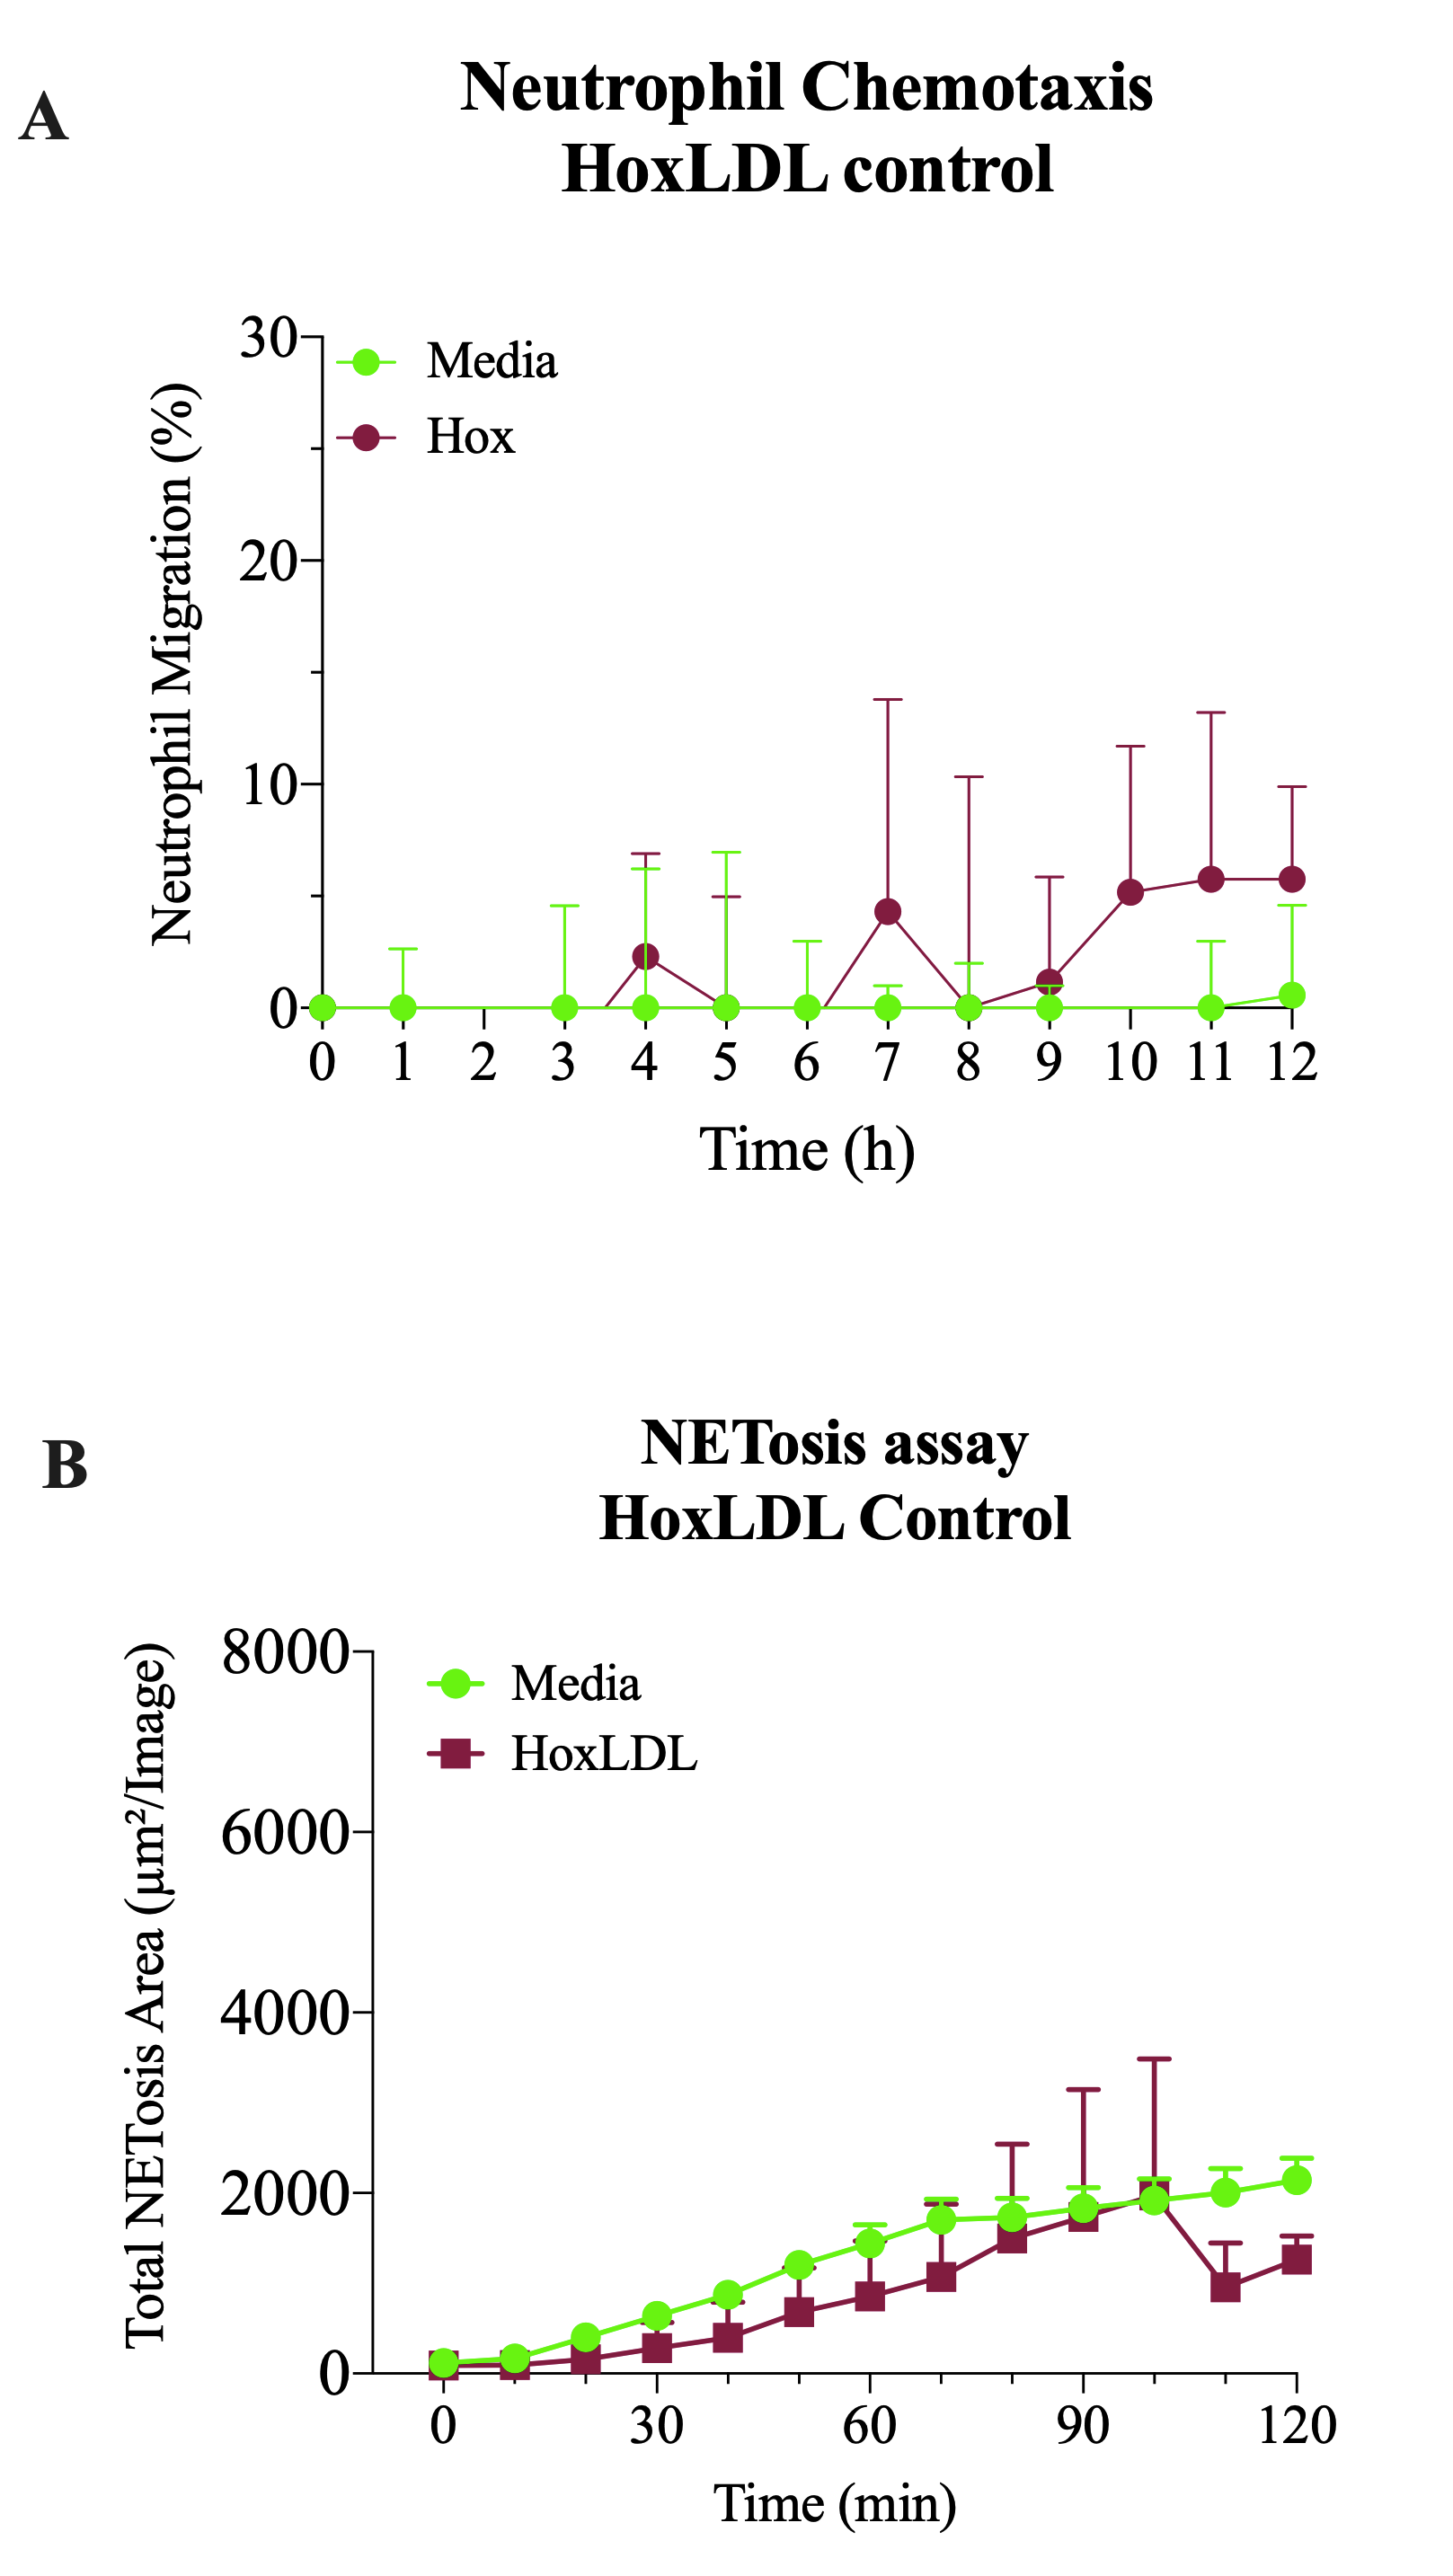

**Figure S5.** Effects of HoxLDL alone on neutrophil migration **(A)** and NETosis **(B)**. Results are comparable to media alone.

How the deposited data were processed for this re-analysis (not part of the article)

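RNA-seq counts were analysed for M2-like macrophages of 5 healthy donors, each stimulated with PBS, nLDL, MoxLDL and HoxLDL, which gave 20 libraries in 4 groups of 5. The other experiments of the paper (Kupffer cells, quantitative PCR, chemotaxis, NETosis, phagocytosis and chemokine proteins) were not analysed here.

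The authors prepared stranded mRNA libraries at the same time in one core facility, sequenced them at low depth, checked the reads with FastQC, estimated transcript counts with Salmon on GENCODE 31 and summed them per gene with tximport. The deposited files hold these estimated counts, 1 library per file, as whole numbers with no scaling between libraries. The versions of these tools were not stated. The methods name protein-coding genes as the reference, while the files list 60168 gene IDs, among them mitochondrial ribosomal RNA and non-coding genes. Of these IDs, 59877 matched a symbol and 58104 a record of GENCODE 29, which gave the positions on GRCh38, and 33193 had no count in any library.

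The total counts per library were 1747007 to 2448815 with PBS (median 1834640), 896714 to 2402801 with nLDL (median 1716001), 916782 to 2322553 with MoxLDL (median 1909446) and 1054038 to 2170598 with HoxLDL (median 1953048). No library was a copy of another of its group, since the chi-square per degree of freedom between their counts was 4.38 to 49.2 over 40 pairs. The libraries of a donor carry the same number in the labels and come from the same person, as the paper compares with paired PBS samples. The deviations of libraries from their group means had a correlation over genes of 0.115 to 0.376 for the 30 pairs from the same donor (median 0.246) and of -0.213 to 0.129 for 120 pairs from different donors and groups (median -0.0545). The donor was therefore kept as a block in all tests.

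Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr on the groups, which kept 10013 genes, and scaled with TMM. All 20 libraries entered 1 quasi-likelihood model with a term for each group and each donor, whose biological coefficient of variation was 0.21. The 3 LDL groups were compared with PBS and with each other, with Benjamini-Hochberg adjustment over all tested genes, and a gene was called at an FDR under 0.1 and a fold change of at least 1.5. The paper used DESeq2 at these thresholds. The standard error of a log2 fold change was taken from its F statistic. CPM are on the TMM-scaled totals of the tested genes.

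Lists of 38 gene groups were tested, 30 for processes of macrophages and 8 of markers of other cell types. Some lists share members, so their results are not independent. The efflux and LXR lists share ABCA1, ABCG1, NR1H3, APOE and APOC1, and the LXR and fatty acid lists share SCD and FASN. The M2 and phagocytic lists share MRC1, CD163, CD209, STAB1 and MSR1. Members were counted as higher or lower at the thresholds above, with the adjustment over all genes and over the list alone. The 32 lists with at least 2 tested members were also compared with all other genes by camera in limma 3.58.1, with a preset correlation between genes of 0.01 and a threshold of 0.05 on p-values adjusted over the lists of a comparison. The lists are the M4 markers named by the paper (higher and lower), M1 and M2 markers, MHC class I and class II, Toll-like receptors, attractants of neutrophils and of monocytes, cholesterol efflux, LXR targets, sterol synthesis, fatty acid synthesis, PPAR targets, NRF2 targets, the integrated stress response, the unfolded protein response, heat shock, anti-apoptotic and pro-apoptotic genes, phagocytic and scavenger receptors, complement, interferon-stimulated genes, NF-kB and the inflammasome, lysosome and autophagy, hypoxia and glycolysis, iron handling, proliferation, inducers of neutrophil activation and NETs, macrophage transcription factors, and markers of monocytes, T and NK cells, B and plasma cells, neutrophils, platelets, dendritic cells, erythroid cells and fibroblasts. No marker of T and NK cells, B and plasma cells, platelets or erythroid cells passed the filter on low counts.

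Genes were named by rule, namely the 10 highest and 10 lowest log2 fold changes of each comparison with PBS among called genes that moved the same way in all donors, every gene that the paper names from its RNA-seq, its Tables S1 to S3 and its figures, and up to 4 called members with the smallest p-value of each list, or any member of a list with fewer than 5 called. The values of the tables and figures had been seen. Some further members of the lists are named as examples and were chosen after their values were seen. Together 465 named genes were tested. XIST and Y-linked genes were left out of all tables, and HLA genes are given only as values of groups.

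Principal components were computed from variance-stabilized counts (DESeq2 1.42.0, blind to the groups) of the 500 most variable genes. Libraries were clustered on the 20 upregulated genes of each supplementary table, as the genes of the networks are given only in pictures, by average linkage on 1 minus the Pearson correlation of log2 CPM with 1 added. The overlap of the lists was set against independent lists and against 20 simulations of all libraries, PBS included, with no group changed. In these the simulated PBS libraries were shared by the comparisons. It was also set against 10 splits of the donors in which each comparison used its own PBS libraries. Folds of genes with few counts were computed from the summed counts of the group over its summed totals, with a 95% exact interval for the ratio of counts, and a group with no count was set to 3 counts.

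The alternatives were scaling with the size factors of DESeq2 or with library totals alone, a filter of at least 10 counts in total, no filter, a filter of 20 counts per library on average, DESeq2 with the donor, with and without shrunken fold changes, limma-voom, glmTreat against 1.5-fold, no donor in the model, only the groups compared, an FDR of 0.05, no minimum fold change, at least 2-fold, and leaving out each donor. For the gene lists they were an estimated correlation and fry, for the principal components other genes, values and removal of donor means, and for the clustering another linkage, distance and pseudocount. Each called count was also compared with 100 drawn splits of the 10 libraries and with the 16 splits that put 1 library of each donor on each side, with the same edgeR steps on those libraries alone.

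The steps were tested on simulated counts at the depth and spread of these libraries, with 200 genes of at least 10 counts per library changed in each comparison. At the FDR threshold alone edgeR recovered, for nLDL, 29.9% of the genes changed 1.5-fold, 79.1% of those changed 2-fold and 98.5% of those changed 4-fold. For MoxLDL these shares were 28.4%, 58.2% and 98.5%, and for HoxLDL 28.4%, 55.2% and 90.9%. Of the genes called at both thresholds, 20 of 152, 20 of 141 and 14 of 130 were false. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.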

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

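The tests of genes with few counts and of cells of other types were chosen only after the result was seen, as were the alternatives without mitochondrial genes, with protein-coding genes only, without donors in DESeq2 and with DESeq2 on the filtered genes or on 4 of the 5 donors.

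The number of genes called with nLDL depended on the tool, the filter on low counts, the donor term and the libraries in the fit. It was 0 for edgeR and 49 for edgeR with no filter. With DESeq2 and the donor on all 20 libraries it was 557 on all genes and 1 on the genes of the edgeR filter. With DESeq2 on all genes it was 0 without the donor, and 0 with the donor on the 10 nLDL and PBS libraries alone. Of the 557 genes, 94.3% lay outside the 10013 genes that pass the edgeR filter, and their median was 0.3 counts per library, with a count in 2 of the 20 libraries, which is consistent with calls that rest on genes with few counts. When nLDL and PBS were exchanged within donors, 2 of the 16 assignments, the real one included, gave at least as many calls, with 588 as the highest and 517 as the median of the others. Exchanged labels thus gave about as many calls, and chance differences within donors cannot be told apart from a response with 16 assignments. With edgeR the real split of the 10 libraries gave 0 genes, so that all 100 drawn splits gave as many. The comparison says nothing about chance. The highest other split gave 231, while splits with each donor on both sides gave at most 2. With the donor as a block, a split that keeps both libraries of a donor on 1 side rests on the other donors alone. The cause of the 231 genes was not tested.

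More genes were lower than higher with HoxLDL under TMM (54.8%), while 33.0% were lower when libraries were scaled by their full totals. With mitochondrial ribosomal RNA left out of the totals the share was 51.5%, within 5 percentage points of the TMM share, which is consistent with a lower share of this RNA with HoxLDL moving the balance. With the 50 most abundant genes also left out it was 57.5%, a move of more than 5 points that came no more than 5 points closer to TMM, so their part cannot be told apart. A change in the amount of RNA per cell with HoxLDL was not tested and stays open.

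M2 markers, MHC class II genes, phagocytic receptors and complement genes were lower with HoxLDL as a set, 43 of the 52 tested members lower and 2 higher, with a median log2 fold change of -1.68. With library totals 41 of the 52 members were still called lower. These totals put the median log2 fold change of all genes at only 0.20, so this speaks to the choice between these scalings alone. Of 9 tested markers of other cell types 0 were higher. LYZ among them is also a macrophage gene and CCL22 also an M2 marker, and the test was chosen after the result. A larger share of other cells is therefore not excluded. Of the 43 members, 40 were also lower with HoxLDL than with MoxLDL, but they were chosen by their level with HoxLDL, so this gives little support for a response that grows with the degree of LDL oxidation. With MoxLDL against PBS 15 members were called lower and 0 higher, and the median log2 fold change was -0.52. Whether the response grows with the degree of oxidation stays open. No test separated a change in each cell from a loss of the cells with the highest expression.

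Some groups had 1 of 5 libraries apart from the others, by the gap to the nearest library as a share of the range. With HoxLDL this share was 0.796 for the total count and 0.844 for the number of genes with a count. With MoxLDL it was 0.852 for the percentage of mitochondrial ribosomal RNA, 0.889 for that of protein-coding counts, 0.834 for CXCL8 and 0.715 for HMOX1. With nLDL it was 0.768 for CD14 and 0.784 for IL10, and with PBS 0.723 for HMOX1. Chance flags about 1 in 20 groups, and these are 9 of 60 groups tested. The groups are not independent, since the 4 flags of total count, genes with a count, mitochondrial ribosomal RNA and protein-coding counts come from the libraries of 1 donor.

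RGCC, a regulator of the cell cycle, moved in opposite directions with the 2 oxidized LDL preparations, with a log2 fold change against PBS of -0.99 with MoxLDL (adjusted p = 0.097 from edgeR) and 0.70 with HoxLDL (adjusted p = 0.0636), and a difference of 1.69 (standard error 0.30, adjusted p = 0.000104, higher with HoxLDL in 5 of 5 donors). Of 476 tested genes annotated as other than protein coding, 106 were called with HoxLDL, 27 higher and 79 lower. Of all 10013 tested genes 2679 were called, 1210 higher and 1469 lower, so these genes were not called more often than the rest. They included 20 antisense genes (11 higher and 9 lower), 20 lincRNAs (5 and 15), 18 transcribed unprocessed pseudogenes (2 and 16) and the 2 mitochondrial ribosomal RNAs, both lower.

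The counts of genes were compared with other splits of the same 10 libraries. For 5 comparisons the real split gave more genes than any other of the 100 drawn. The counts were 225 against at most 106 for MoxLDL and PBS and 2416 against 773 for HoxLDL and PBS. For MoxLDL and nLDL they were 147 against 20, for HoxLDL and nLDL 2380 against 1091 and for HoxLDL and MoxLDL 1813 against 753. In each of these 1 split, the real one, gave as many. The donor was a block in each fit, so a drawn split with both libraries of a donor on 1 side rests on fewer donors. Such splits can call fewer genes for that reason alone, so they do not exclude chance. The 16 splits that, like the real one, put each donor on both sides are too few for a share under 0.05. The real and the highest other values were 0 and 2 for nLDL and PBS, 225 and 1 for MoxLDL and PBS, 2416 and 1 for HoxLDL and PBS, 147 and 2 for MoxLDL and nLDL, 2380 and 0 for HoxLDL and nLDL and 1813 and 0 for HoxLDL and MoxLDL.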

How the results depend on the processing

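The alternatives with DESeq2 without the donor, on the genes of the edgeR filter or on 4 of the 5 donors, with protein-coding genes only and without mitochondrial genes were chosen after seeing the data. No call of a named gene reversed its direction under the alternatives run for genes in which it was tested, nor that of a gene list under those run for lists (an estimated correlation, fry, no replicate block, the size factors of DESeq2, library totals, at least 10 counts and leaving out each donor). The balance of called genes did, with library totals for HoxLDL against PBS (1210 higher and 1469 lower to 2013 and 993), nLDL (1218 and 1320 to 1575 and 1044) and MoxLDL (854 and 1056 to 1256 and 757). For MoxLDL against PBS (127 and 105) it turned with at least 10 counts (118 and 122), with at least 20 per library (113 and 114) and with DESeq2 and the donor (429 and 449, and 142 and 148 with shrunken fold changes), and was 106 and 106 without replicate 5, and for MoxLDL against nLDL (58 and 35) it turned with only these groups (73 and 74). Counts are named below where they moved by more than 1.5-fold or by leaving out 1 donor, and the cause of the changes below was not tested unless the setting itself shows it (fewer genes, donors or a higher threshold). The genes called with nLDL (0) were 49 with no filter on low counts, 557 with DESeq2 and the donor, 11 with its shrunken fold changes, 1 with DESeq2 on the genes of the edgeR filter, 355 with DESeq2 on 4 donors and 0 to 1 without 1 donor. With MoxLDL (232) they were 878 with DESeq2 and the donor, 260 with it on the genes of the edgeR filter, 572 with it on 4 donors, 87 with DESeq2 without the donor (87 with shrunken fold changes), 15 with glmTreat, 74 at 2-fold, 39 with no replicate block and 134 to 212 without 1 donor. Between MoxLDL and nLDL (93) they were 191 with no filter, 659 with DESeq2, 118 with it on the genes of the edgeR filter, 489 with it on 4 donors, 43 and 42 with DESeq2 without the donor and with shrunken fold changes, 8 with glmTreat, 147 with only these groups, 38 at 2-fold, 12 with no replicate block and 45 to 105 without 1 donor. The overlap of MoxLDL and HoxLDL (202) was 547 with DESeq2, 225 with it on the genes of the edgeR filter, 81 and 80 with it without the donor and with shrunken fold changes, 15 with glmTreat, 64 at 2-fold, 38 with no replicate block and 125 to 193 without 1 donor. The counts for HoxLDL moved by more than 1.5-fold only with the size threshold, to 1305 with glmTreat and 1395 at 2-fold against PBS (2679), 1203 and 1336 against nLDL (2538) and 719 and 915 against MoxLDL (1910), and over the other settings the count against PBS was 2153 (at least 20 counts per library) to 3507 (no minimum fold change), with 3328 for DESeq2. Library totals alone kept the calls of 186 of 232 with MoxLDL and 2203 of 2679 with HoxLDL. The first principal component (41.48%) held 29.11% on all tested genes, 30.78% on log2 CPM, 62.58% with the replicate block (donor means removed) and 40.99 to 49.58% without 1 donor, and HoxLDL lay apart in all of these. Branches held by 1 group alone, summed over the 3 gene tables (1, HoxLDL), were 4 with Euclidean distance (HoxLDL and MoxLDL on 2 tables each), 2 with a pseudocount of 5, 3 with the replicate block (donor means removed, HoxLDL on each table) and 1 to 2 without 1 donor. Gene lists past the threshold (43 over the 3 comparisons with PBS) were 24 with an estimated correlation. Of 465 named genes, the call with no replicate block was the same for 437 and lost for 27 with HoxLDL and the same for 407 and lost for 58 with MoxLDL, and with library totals 20 were lost and 25 gained with HoxLDL. In simulations at this depth, with 200 genes changed in each comparison, a 1.5-fold change was recovered in 29.9% of genes or fewer. Where as few genes change, the counts leave out most changes of that size. With HoxLDL many more genes were called, which makes the FDR threshold easier to reach, so this share does not carry over to it.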

Differences from the paper's values

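The alternatives with DESeq2 on 4 of the 5 donors, on the genes of the edgeR filter and without the donor with shrunken fold changes were chosen after seeing the values. Counts and percentages are said to differ when one is more than 1.5 times the other. Log2 fold changes are said to differ when the signs differ or the gap is larger than an SD over the 5 donors. That SD is of the differences within donors in log2 CPM with 1 added, which damps it for genes with few counts. A figure value on the fold scale differs when the gap is larger than the SD of the folds and the ratio is over 1.5. Of 16 counts at the paper's thresholds, 8 differ. The others include those for HoxLDL, the paper's 2032 genes (877 higher and 1155 lower) against 2679 (1210 and 1469), and for MoxLDL, the paper's 214 against 232.

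For nLDL against PBS the paper gives 63 genes, 43 higher and 20 lower, and edgeR gave 0, 0 and 0. Of the alternatives set before the data were examined, no filter on low counts, with 49 genes and 30 lower ones, is within 1.5-fold of the paper's 63 and 20, and all others differ, while for the 43 higher genes every one of these alternatives differs. The paper gives 35 genes unique to nLDL, here 0, with every such alternative differing. It gives 48 genes unique to MoxLDL, here 30, and the filter of at least 10 counts, no filter, DESeq2 with shrunken fold changes and limma-voom do not differ while the others do, and DESeq2 on the genes of the edgeR filter, chosen after seeing the values, gives 35 and calls 22 of the 40 genes of Table S2 and none of Table S1. It gives 8 genes common to all 3 LDL preparations, here 0, and all these alternatives differ, while DESeq2 on 4 of the 5 donors, chosen after seeing the values, gives 7 and calls 2 of the 40 genes of Table S1, 22 of Table S2 and 40 of Table S3. In Fig. 1C, about 14 genes, read by eye, are shared by nLDL and HoxLDL only and about 6 by nLDL and MoxLDL only, here 0 and 0, and of the alternatives set before the data were examined only no filter on low counts does not differ, with 11 and 5, while DESeq2 on 4 of the 5 donors gives 13 for the former.

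For Table S1 20 of 33 tested genes differ. The paper's and these log2 fold changes with nLDL are 1.43 and 0.36 for PKD1P5, 1.42 and 0.34 for TANC2, 1.41 and 0.23 for PRLR, 1.39 and 0.23 for SPTLC3, 1.37 and 0.42 for CDK5RAP2, 1.31 and 0.36 for ZNF527, 1.26 and 0.34 for RFFL, 1.26 and 0.21 for AGO2, 1.24 and 0.0509 for IGF1R, 1.22 and 0.14 for GALNT10, 1.15 and 0.55 for C17orf80, 1.13 and 0.71 for LEMD3, 1.1 and 0.41 for MRTFB, -0.71 and -0.23 for DCTN4, -0.9 and -0.21 for CDC42EP3, -0.95 and -0.0936 for PLEKHA8, -1.06 and -0.44 for NDUFV3, -1.2 and -0.34 for PPIL2, -1.22 and -0.27 for MFN1 and -1.3 and 0.0933 for DCLRE1C. LEMD3 does not differ without replicate 2 and MRTFB without replicate 4, and the rest differ under every alternative set before the data were examined. Of the 40 genes in the table, none was called in its direction by edgeR, 4 were with no filter on low counts, 5 with DESeq2 and the donor, 1 with its shrunken fold changes and 1 without replicate 4.

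For Table S2 9 of 33 tested genes differ. The paper's and these log2 fold changes with MoxLDL are 1.84 and 4.48 for AKR1C3, -1.39 and -3.64 for GAPT and -1.48 and -2.41 for FCER2, which do not differ with the shrunken fold changes of DESeq2 and differ under the other alternatives set before the data were examined. They are -1.31 and -0.73 for SRD5A3, -1.37 and -0.68 for EFCAB13, -1.37 and -0.24 for PPIL2 and -1.37 and -0.26 for DCLRE1C, which differ under all of these. They are -1.46 and -1.08 for SIDT1, which does not differ with at least 10 counts or without replicate 2 or 4, and -1.48 and -0.45 for APOBEC3F, which does not differ without replicate 3 or 5, or with DESeq2 on 4 of the 5 donors. AKR1C3, GAPT and FCER2 do not differ either with DESeq2 without the donor and shrunken fold changes, chosen after seeing the values, which calls 19 of the 40 genes. Of the 40 genes of this table, 24 were called in its direction, and 26 with DESeq2 and the donor.

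For Table S3 16 of 39 tested genes differ. The paper's and these log2 fold changes with HoxLDL are 4.83 and 5.96 for NIPAL4, 3.09 and 4.2 for KIAA0319, 2.88 and 5.93 for AKR1C3, 2.47 and 3.36 for DIPK1A, -3 and -5.28 for GIMAP6, -3.02 and -3.80 for FAXDC2, -3.08 and -5.37 for CLEC10A, -3.77 and -6.07 for RGS18 and -3.98 and -5.57 for ADORA3, which do not differ with the shrunken fold changes of DESeq2 and differ under the other alternatives set before the data were examined. MET (3.97 and 5.62) does not differ with these or without replicate 1, and CD28 (-3.38 and -4.11) with these, library totals alone, the donor left out of the model or without replicate 3, 4 or 5. CXCL8 (4.09 and 6.08), PALLD (2.48 and 3.53), CIITA (-3.15 and -4.14), HGF (-3.36 and -3.86) and IGF1 (-4.04 and -6.44) differ under every one of them, and PALLD does not differ with DESeq2 without the donor and shrunken fold changes, which was chosen after seeing the values. That alternative also reaches the values of all genes above that do not differ with the shrunken fold changes, CES1 in Fig. S2 included, and calls all 40 genes of Table S3, and DESeq2 on 4 of the 5 donors reaches that of CD28. Over the tables, DESeq2 with the donor and shrunken fold changes leaves 22, 9 and 5 genes that differ.

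In Fig. S2, read by eye, the paper shows about 1.7 for BCL2, here 1.22, about 2.3 for CES1, here 4.87, and about 1.0 for EIF2AK3, here 1.67. BCL2 does not differ with library totals alone or without replicate 2 or 3, CES1 does not with the shrunken fold changes of DESeq2, and EIF2AK3 differs under all alternatives set before the data were examined. The other 20 of 23 genes of Fig. S2, and all compared genes of Figs. S3A (15), S4A (3) and 2B (8), do not differ.

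The legend of Fig. 1D describes all the common genes as higher, while PPIL2 is negative in the paper's own Tables S1 and S2 and at -0.34 and -0.24 here. The paper states that HMOX1 fell with HoxLDL, and here it was under 1.5-fold (-0.51), and was called with no minimum fold change and without replicate 3 or 5. The paper counts CXCL5 among the significant genes with HoxLDL. It was outside the genes tested, and was called with at least 10 counts, with no filter and with DESeq2. The paper finds no M4 pattern with MoxLDL, and here the markers CXCL8 and CCL2 were called by edgeR but not by DESeq2, nor by edgeR in 4 of the 5 settings without 1 donor each, and none of the 5 lower markers was called, while 4 of 14 MHC class II genes fell.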

Other observations

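No test in this part was chosen only after the result was seen, while genes outside the rule for named genes were picked as examples after their values were seen. HoxLDL shifted genes of iron handling in both directions. The iron exporter SLC40A1 (chromosome 2, 189560579 to 189583758) fell from 344 ± 159 to 16.3 ± 5.82 CPM (log2 fold change -4.34), and was at 145 ± 83.4 CPM with MoxLDL (log2 fold change -1.26), while the transferrin receptor TFRC (chromosome 3, 196027183 to 196082189) rose from 333 ± 268 to 1154 ± 504 CPM (log2 fold change 2.08, standard error 0.18, adjusted p = 9.4e-10 from edgeR) and the iron-sensing ACO1 from 33.4 ± 10.3 to 110 ± 46.5 CPM (log2 fold change 1.71). Of 11 genes of iron handling 4 rose and 3 fell with HoxLDL (camera adjusted p = 0.882), and 1 fell with MoxLDL. HMOX1, which releases iron from heme, was not higher although 18 of 26 NRF2 targets were.

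MAF, a transcription factor of macrophages, fell from 128 ± 19.8 to 33.3 ± 11.6 CPM (log2 fold change -1.99, adjusted p = 1.74e-09 from edgeR). Of 15 macrophage transcription factors 3 rose and 6 fell with HoxLDL (camera adjusted p = 0.0358, 0.117 with an estimated correlation, 0.0806 with library totals alone and 0.0697 without replicate 3). With MoxLDL 2 fell (adjusted p = 0.0366, 0.169 with an estimated correlation, 0.0688 with no donor in the model, and 0.0737, 0.072 and 0.149 without replicate 3, 4 and 5). The inflammasome sensor NLRP3 (chromosome 1, 247416156 to 247449108) fell from 46.6 ± 11.8 to 3.99 ± 1.90 CPM (log2 fold change -3.55, standard error 0.26, adjusted p = 2.85e-11) and CASP1 from 62.4 ± 18.9 to 29.9 ± 13.3 CPM (log2 fold change -1.06), while of the 14 genes of NF-kB and the inflammasome 4 rose and 5 fell (camera adjusted p = 0.711).

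Of 14 genes of hypoxia and glycolysis 7 rose and 1 fell with HoxLDL (camera adjusted p = 0.000855, 0.0279 with an estimated correlation) and 1 rose with MoxLDL (adjusted p = 0.00298, 0.046 with an estimated correlation). HK2, a hexokinase, was at 126 ± 36.3 CPM with PBS, 212 ± 100 with MoxLDL and 329 ± 87.4 with HoxLDL (log2 fold changes 0.68 and 1.4). Of 22 genes of lysosome and autophagy 6 rose and 2 fell with HoxLDL (adjusted p = 0.0381, 0.179 with an estimated correlation, 0.0501 with no donor in the model, and 0.0572 and 0.113 without replicate 3 and 5), among them SQSTM1, an autophagy receptor, from 422 ± 50.7 to 993 ± 157 CPM (log2 fold change 1.23).

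Of 18 interferon-stimulated genes 8 fell and none rose with HoxLDL (adjusted p = 0.0282, 0.567 with an estimated correlation, and 0.0572 and 0.226 without replicate 3 and 4), such as IFIT1 (log2 fold change -2.07, adjusted p = 0.00285). With MoxLDL none was called, and the adjusted p of the list was 0.00052 (0.455 with an estimated correlation, 0.139 without replicate 4). Of 9 complement genes 6 fell and 1 rose (adjusted p = 3.28e-06, 0.00401 with an estimated correlation), with C1QA from 481 ± 135 to 181 ± 80.7 CPM (log2 fold change -1.46) and C3 from 20.0 ± 9.16 to 140 ± 147 CPM (log2 fold change 2.53, adjusted p = 2.74e-06). With MoxLDL 4 fell (adjusted p = 4.5e-05, 0.065 with no donor in the model).

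Of 9 genes of proliferation 2 fell and none rose with HoxLDL (adjusted p = 0.175, 0.0212 with at least 10 counts, and 1.11e-05, lower, by fry). Of 7 inducers of neutrophil activation and NETs 1 rose, CXCL8, and 1 fell, S100A9 (adjusted p = 0.149, 0.0226 and 0.0359 without replicate 1 and 5, and 0.0149, higher, by fry). The markers of monocytes were lower as a list (adjusted p = 0.0167, 0.0761 with an estimated correlation, 3 of 5 lower), and those of fibroblasts were not called (adjusted p = 0.981, and 0.167 with MoxLDL, where it was 0.000922, higher, with at least 10 counts).

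Of 232 genes called with MoxLDL, 224 had the same sign with HoxLDL, with a median ratio of the log2 fold changes of 1.85. Of the genes that lay closer to PBS or on its other side with HoxLDL, 10 were ATP8B1, RGCC, TGFBR1, FLVCR2, CEMIP2, SDC3, ADCY1, PGM2L1, SLC39A10 and ZNF652. TGFBR1, a receptor of TGF-beta, had log2 fold changes of 0.62 with MoxLDL and -0.44 with HoxLDL (difference -1.06, adjusted p = 1.7e-06), and ADCY1, an adenylate cyclase, of 1.29 and -0.63 (difference -1.92, adjusted p = 5.39e-05).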
